# The First *Scube3* Mutant Mouse Line with Pleiotropic Phenotypic Alterations

**DOI:** 10.1534/g3.116.033670

**Published:** 2016-11-04

**Authors:** Helmut Fuchs, Sibylle Sabrautzki, Gerhard K. H. Przemeck, Stefanie Leuchtenberger, Bettina Lorenz-Depiereux, Lore Becker, Birgit Rathkolb, Marion Horsch, Lillian Garrett, Manuela A. Östereicher, Wolfgang Hans, Koichiro Abe, Nobuho Sagawa, Jan Rozman, Ingrid L. Vargas-Panesso, Michael Sandholzer, Thomas S. Lisse, Thure Adler, Juan Antonio Aguilar-Pimentel, Julia Calzada-Wack, Nicole Ehrhard, Ralf Elvert, Christine Gau, Sabine M. Hölter, Katja Micklich, Kristin Moreth, Cornelia Prehn, Oliver Puk, Ildiko Racz, Claudia Stoeger, Alexandra Vernaleken, Dian Michel, Susanne Diener, Thomas Wieland, Jerzy Adamski, Raffi Bekeredjian, Dirk H. Busch, John Favor, Jochen Graw, Martin Klingenspor, Christoph Lengger, Holger Maier, Frauke Neff, Markus Ollert, Tobias Stoeger, Ali Önder Yildirim, Tim M. Strom, Andreas Zimmer, Eckhard Wolf, Wolfgang Wurst, Thomas Klopstock, Johannes Beckers, Valerie Gailus-Durner, Martin Hrabé de Angelis

**Keywords:** SCUBE3, systemic phenotype, pleitropy, Paget disease of bone (PDB), mouse model

## Abstract

The vertebrate *Scube* (Signal peptide, CUB, and EGF-like domain-containing protein) family consists of three independent members, *Scube1–3*, which encode secreted cell surface-associated membrane glycoproteins. Limited information about the general function of this gene family is available, and their roles during adulthood. Here, we present the first *Scube3* mutant mouse line *(Scube3^N294K/N294K^*), which clearly shows phenotypic alterations by carrying a missense mutation in exon 8, and thus contributes to our understanding of *SCUBE3* functions. We performed a detailed phenotypic characterization in the German Mouse Clinic (GMC). *Scube3^N294K/N294K^* mutants showed morphological abnormalities of the skeleton, alterations of parameters relevant for bone metabolism, changes in renal function, and hearing impairments. These findings correlate with characteristics of the rare metabolic bone disorder Paget disease of bone (PDB), associated with the chromosomal region of human *SCUBE3*. In addition, alterations in energy metabolism, behavior, and neurological functions were detected in *Scube3^N294K/N294K^* mice. The *Scube3^N294K/N294K^* mutant mouse line may serve as a new model for further studying the effect of impaired *SCUBE3* gene function.

The vertebrate *Scube* (Signal peptide, CUB and EGF-like domain-containing protein) family consists of three independent members, *Scube1–3*. These encode secreted cell surface-associated glycoproteins that share a domain, organization of at least five recognizable motifs and the ability to both homo- and heterodimerize (Xavier *et al.* 2013). Human *SCUBE3* was originally identified following transcriptional profiling of vascular endothelial cells and demonstrated significant enrichment in primary osteoblasts and long bones (Wu *et al.* 2004). SCUBE3 is a signal protein that is expressed during embryonic development in several tissues (Xavier *et al.* 2013). In mice, *Scube3* is expressed in ectodermal, endodermal, and mesodermal derivatives, as are other members of the *Scube* gene family (Haworth *et al.* 2007). Expression of these genes has been shown to be dynamic, and both reciprocal and complementary to each other (Xavier *et al.* 2013; Haworth *et al.* 2007).

Although our understanding of the function of *SCUBE3* in embryonic development as well as during adulthood is still marginal, one major role appears to be in bone development and homeostasis, with another one in neurological functions. Interestingly, human *SCUBE3* maps to chromosome 6p21.3, a region that has been linked to Paget disease of bone 1 (PDB1) (Fotino *et al.* 1977; Tilyard *et al.* 1982), which is characterized by focal areas of increased bone turnover (Ralston *et al.* 2008). *SCUBE3* function is also associated with other tissues, for example, *Scube3* overexpression in transgenic mice induced cardiac hypertrophy (Yang *et al.* 2007), and zebrafish Scube3 was recently identified as a key regulator of fast muscle development by modulating fibroblast growth factor signaling (Tu *et al.* 2014). Further associations of Scube3 have been reported with hedgehog signal transduction (Johnson *et al.* 2012), angiogenesis (Yang *et al.* 2013), and the immune system (Luo *et al.* 2012). In addition, deregulation of *SCUBE3* has been found in different tumor tissues such as lung cancer (Wu *et al.* 2011; Zhao *et al.* 2013) or renal carcinomas (Morris *et al.* 2011).

Although SCUBE3 seems to be involved in many different organ systems and diseases, there is no suitable mouse model so far for the study of functional alterations. Recent publications on mice lacking *Scube3* did not show any obvious phenotype (Xavier *et al.* 2010; Xavier *et al.* 2013). In this study, we present the first *Scube3* mutant mouse line with phenotypic alterations: *Scube3^N294K/N294K^*. The mutant mouse line carries a recessive point mutation in *Scube3* and was derived from the Munich *N*-ethyl-*N*-nitrosourea (ENU) mouse mutagenesis project (MEP, Hrabé de Angelis *et al.* 2000; Sabrautzki *et al.* 2012). A systemic phenotypic characterization (Hrabé de Angelis *et al.* 2015) of this new mutant mouse line annotates *Scube3* gene function in mice to bone metabolism and morphology, renal function, and hearing, as well as neurological and behavioral functions and energy metabolism.

## Materials and Methods

### Generation of Scube3^N294K/N294K^ mutants

ENU mutagenesis and breeding were performed as described on a pure C3HeB/FeJ (C3H) background (Hrabé de Angelis *et al.* 2000; Sabrautzki *et al.* 2012; Aigner *et al.* 2011). Briefly, C3H mice were originally purchased from the Jackson Laboratory (Bar Harbor, ME) and ENU (Serva Electrophoresis, Heidelberg, Germany) was applied in three weekly intervals by intraperitoneal injections of 90 mg/kg body weight to 10–12 wk old male mice (G0). G0 mice were mated with wild-type C3H females to produce F1 offspring. F1 males not showing any obvious phenotypic alterations were mated with wild-type C3H females to obtain the G2 generation. We either choose 6–8 female G2 mice for matings with their F1 father or performed intercross matings of G2 mice to produce at least 20 mice (G3 families). Phenotyping for dysmorphological alterations was performed according to a standardized protocol (Fuchs *et al.* 2000). A mutation was confirmed by showing a Mendelian distribution of expected homozygous mutant mice. The *Scube3^N294K/N294K^* mouse line was maintained on the C3H genetic background for more than 10 generations.

### Chromosomal mapping

Homozygous carriers of the G3 generation were mated to C57BL/6J (B6) wild-type mice and the progeny (F1 generation) were intercrossed. DNA was prepared from tail tips of affected offspring (F2 generation). For chromosomal mapping, a microsatellite panel for polymorphic markers between C3H and B6 was used (Hrabé de Angelis *et al.* 2000).

### Whole exome sequencing

For enrichment of exonic sequences, we used the SureSelectXT Mouse All Exon 50 Mb kit (Agilent) followed by Illumina HiSeq2000 sequencing as 100 bp paired-end runs with an average 108 × coverage (> 93% of the target being covered > 20 ×). To search for the causative variants, we compared the sequences of one *Scube3^N294K/N294K^* mouse to one mouse from the C3HeB/FeJ background strain.

### Phenotypic analysis

For the phenotypic characterization of young adult (starting at the age of 7 wk) *Scube3^N294K/N294K^* mutants, a cohort of 15 male and 15 female *Scube3^N294K/N294K^* mutants, as well as 15 male and 15 female wild-type littermate controls (*Scube3*^WT^), was analyzed in the primary phenotyping screen of the GMC (Hrabé de Angelis *et al.* 2015; Gailus-Durner *et al.* 2005; Fuchs *et al.* 2012, 2011). The tests within the phenotyping pipeline and the corresponding age of the animals, as well as references for the protocols, are shown in Supplemental Material, Table S1. For further detailed investigation of observed phenotypes, secondary tests were carried out. Details for the applied protocols are listed below.

### Progression study

Since *Scube3^N294K/N294K^* mice showed signs of an impaired bone metabolism, we tested groups of *Scube3^N294K/N294K^* and *Scube3^WT^* mice at 12, 24, 36, and 52 wk of age for the clinical chemical plasma parameters inorganic calcium (Ca), total inorganic phosphate (P_i_), total alkaline phosphatase (ALP), cholesterol (CHO), triglycerides (TGL), glucose (GLUC), total protein (TP), urea (U), uric acid (UA), and albumin (ALB) by using an AU480 clinical chemistry analyzer (Beckman-Coulter, Krefeld, Germany) and adapted reagent kits provided by Beckman-Coulter. Additionally, pQCT (peripheral Quantitative Computed Tomography, Stratec, Pforzheim, Germany) analyses of the femoral metaphysis and diaphysis were performed at the age of 9 and 12 months. We measured CTX-1 in plasma of 52 wk old mice using RatLaps (carboxy-terminal collagen crosslinks, CTX-1) EIA ELISA from IDS (Frankfurt am Main, Germany) according to the manufacturer’s protocol.

### Analysis of renal function in metabolic cages

A subgroup of 48 animals (12 mutant and control mice each of both sexes) at the age of 34 wk was subjected to a renal function test using metabolic cages for single mice (Tecniplast, Buguggiate, Italy) to collect 48 hr urine samples and monitor water and urine production. During the test, mice had free access to water and pulverized food. Tests were conducted as described previously, starting with a single blood sample collection followed by urine collection over 48 hr (Fuchs *et al.* 2011). Urine and plasma samples were analyzed for a set of 12 clinical chemistry parameters including concentrations of sodium, potassium, and chloride (Na, K, and Cl), Ca, P_i_, creatinine (CREA), U, UA, and GLUC, as well as TP and ALB, as described above.

### Transcriptome analysis

Transcriptome analyses from kidney samples of four *Scube3^N294K/N294K^* and four *Scube3^WT^* male mice at the age of 29 wk were performed following total RNA extraction (RNAeasy Midi kit, QIAGEN). Illumina Mouse Ref8 v2.0 Expression BeadChips were employed as previously described (Horsch *et al.* 2008; Kugler *et al.* 2013). Illumina Genomestudio 2011.1 was used for data normalization (cubic spline) and statistical analysis for the identification of differential gene expression was performed with SAM (Significant Analysis of Microarrays, fold change > 1.6, FDR < 6%) (Saeed *et al.* 2006; Tusher *et al.* 2001). Overrepresented functional annotations were obtained through the use of QIAGEN’s Ingenuity Pathway Analysis (IPA, QIAGEN Redwood City, www.qiagen.com/ingenuity). Expression data are available at the GEO database under GSE56402.

### Inner ear preparation

Inner ears were dissected from the temporal bones of killed animals and fixed in 4% formalin (Carl Roth GmbH, Karlsruhe, Germany). Following dehydration in ethanol, inner ears were immersed in methyl salicylate (Sigma Aldrich, Taufkirchen, Germany) and incubated overnight. Analysis of cleared inner ears was documented by photographic images.

### Feces analysis

Fecal samples were collected in single caged mice for consecutive 5 d. Feces were separated from other material (bedding and food) and desiccated in a drying oven at 60° until weight constancy before bomb calorimetric combustion (IKA C7000, Staufen, Germany). Calorie content of food samples was also determined by bomb calorimetry. Energy uptake was calculated by multiplying food energy content and total amount of food consumed. Egested energy was calculated from feces energy content multiplied by the amount of egested feces (see also Rozman *et al.* 2014).

### Statistical analysis

The Shapiro–Wilk test, as well as histograms and quantile–quantile plots, were used to assess the normality of the investigated parameters. For continuous data meeting the assumption of normality, a two-way ANOVA with a Tukey HSD *post hoc* test or a linear model (including body weight as an additional covariate in some cases) was performed to test genotype–sex interaction effects. In tables, normally distributed data were expressed as means ± SDs. Parameters with a skewed distribution were analyzed using the nonparametric Wilcoxon rank sum test and were presented as median as well as 25th percentile and 75th percentile in the tables. Categorical parameters were analyzed by a Fisher’s exact test and are presented as absolute numbers. For all tests, a *P*-value < 0.05 was used as the level of significance. Since the primary phenotyping screen in the GMC was mainly designed as a high-throughput screen for new phenotypic alterations, a correction for multiple testing of the various parameters was not performed. Data were analyzed using R software (Version 3.0.2; Foundation of Statistical Computing, Vienna, Austria).

Housing and handling of mice was according to the German Animal Welfare Act. The animal experiments were approved by the Government of Upper Bavaria (112-02, 78-06, 144-10, and 126-11).

### Data availability

Data of the complete phenotypic analysis is accessible via the website of the GMC (http://tools.mouseclinic.de/phenomap/jsp/annotation/public/phenomap.jsf), and the *Scube3^N294K/N294K^* mutant mouse line is accessible via the European Mouse Mutant Archive (EMMA, www.infrafrontier.eu) under EMMA ID EM:10872.

## Results

### Generation of Scube3^N294K/N294K^ mice

The *Scube3^N294K/N294K^* mutation was generated in the large-scale Munich ENU mutagenesis program. The mutant line was identified by screening G3 animals for morphological abnormalities resulting in reduced body size (Figure 1A), a shorter and kinky tail, abnormal digit positioning, and an abnormal posture when hung by the tail. *Scube3^N294K/N294K^* variants were crossed to wild-type C3HeB/FeJ (C3H) mice, and none of the offspring showed the characteristic *Scube3^N294K/N294K^* phenotypes. However, intercrossing these heterozygous mice resulted in a fraction of about 25% of offspring that showed the characteristic *Scube3^N294K/N294K^* phenotypes. Therefore, we considered *Scube3^N294K/N294K^* to be a recessive mutant mouse line, and maintained the mutation on a pure C3H genetic background for more than 10 generations.

**Figure 1:**
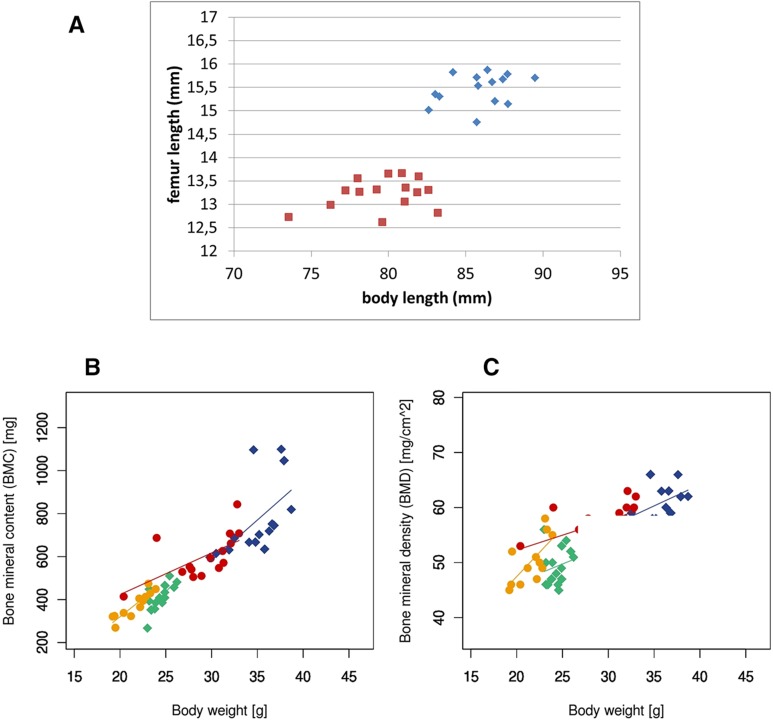
Skeletal abnormalities in *Scube3^N294K/N294K^* mice. (A) Femur length of female animals plotted by body length (red, *Scube3^N294K/N294K^* and blue, *Scube3^WT^*. (B) Bone mineral content plotted by body weight (green, *Scube3^N294K/N294K^* males; yellow, *Scube3^N294K/N294K^* females; blue, *Scube3^WT^* males; and red, *Scube3^WT^* females). (C) Bone mineral content plotted by body weight (green, *Scube3^N294K/N294K^* males; yellow, *Scube3^N294K/N294K^* females; blue, *Scube3^WT^* males; red, *Scube3^WT^* females).

### Mutation detection

Rough mapping by an outcross/intercross breeding strategy with C57BL/6J (B6) animals revealed a 12.4 Mb critical region on chromosome 17 between markers D17Mit46 and D17Mit34, with no recombinants near marker D17Mit198. Whole exome sequencing identified a homozygous nonsynonymous sequence variation within the *Scube3* gene, the only candidate gene within the critical region on chromosome 17. A C–A transversion at nucleotide position 882 in exon 8 of *Scube3* leads to an asparagine to lysine exchange at protein position 294 (N294K). This nonsynonymous sequence variation cosegregated with the *Scube3^N294K/N294K^* phenotype in all 15 tested mutant mice, and was not confirmed in 10 wild-type littermates and other mice of inbred C3H, BALB/c, and B6 strains. Subsequently, this mutation was confirmed in more than 100 mutant *Scube3^N294K/N294K^* mice during maintenance breeding and excluded in the equal number of wild-type littermates.

The N294K substitution is located within the Ca-binding EGF-like domain 7 of SCUBE3, which is highly conserved between mouse, human, zebrafish, and chicken (data not shown). Using the protein prediction programs PROVEAN (http://provean.jcvi.org; Choi *et al.* 2012) and PolyPhen-2 (http://genetics.bwh.harvard.edu/pph2), this sequence variation was classified as deleterious or probably damaging with a score of 0.99.

### Phenotypic analysis

A cohort of 15 male and 15 female *Scube3^N294K/N294K^* mice and the respective number of *Scube3^WT^* mice were analyzed in the GMC in the screens for behavior, neurology, nociception, vision and eye, dysmorphology, bone and cartilage, energy metabolism, hematology, clinical chemistry, steroid metabolism, immunology, allergy, cardiovascular system, lung function, molecular phenotyping, and pathology.

#### Scube3^N294K/N294K^ mice show skeletal abnormalities and changes in bone metabolism:

In addition to the aforementioned smaller body size, shorter and kinked tails, and abnormal digit positioning, X-ray analysis of the skeleton showed no obvious craniofacial abnormalities but detected malformations of the thoracic and lumbar vertebrae, and shorter femora (Figure 1A and Table S2C) in *Scube3^N294K/N294K^* mice that were independent of the body size reduction. Rib fusions occurred with low penetrance (3% of observed animals, data not shown). In DEXA analysis, bone mineral density (BMD) and bone mineral content (BMC) were significantly decreased (Table S2B), but the results might be confounded by body weight (Figure 1, B and C). Several parameters in pQCT-measurements supported the findings of the DEXA analysis. The effects were weaker in 12-month-old than in 9-months-old mice (File S1 and Table S3).

Ca levels at the age of 17 wk were elevated in *Scube3^N294K/N294K^* female mice but this finding was not confirmed in older animals. P_i_ levels were globally decreased in male mice and ALP activities in mice of both sexes were increased with effects getting weaker with age. At 1 yr of age, *Scube3^N294K/N294K^* mice showed a significant increase of the bone resorption marker CTX-1 (Figure 2).

**Figure 2:**
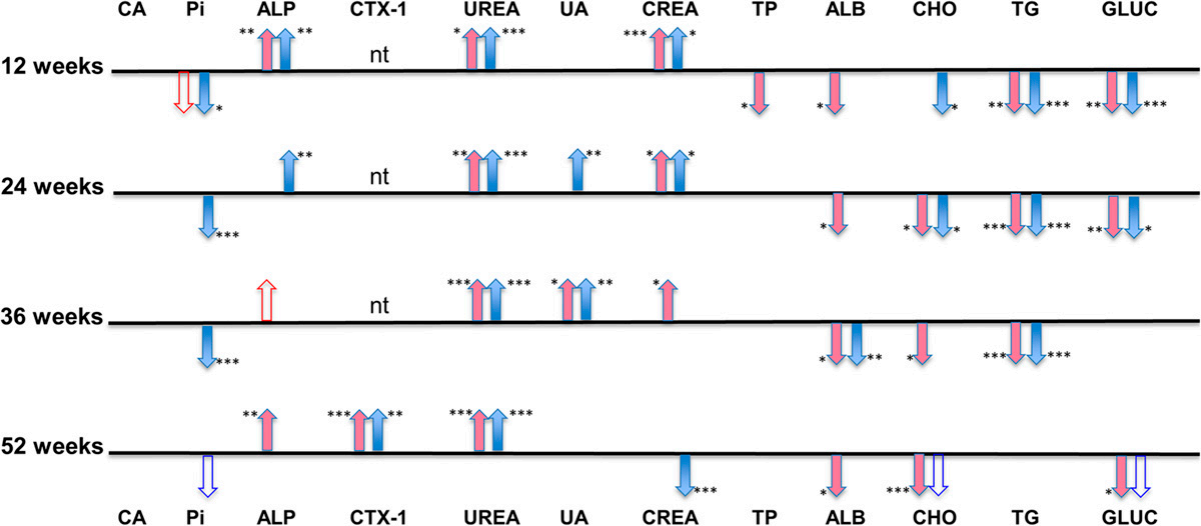
Statistically significantly changed clinical chemical and CTX-1 plasma values of aged groups of *Scube3^N294K/N294K^* mice measured at 12, 24, 36, and 52 wk of age. Red or blue filled arrows show significantly increased or decreased plasma values for female and male mice compared to Scube3^WT^ mice (* *P* ≤ 0.05,** *P* = 0.01,*** *P* ≤ 0.001; nt = not tested). Unshaded but red or blue outlined arrows show a tendency to increased or decreased values not reaching statistically significance. Numbers of mice at 12 wk were female *Scube3^N294K/N294K^* mice *n* = 9, female *Scube3^WT^ n* = 20, male *Scube3^N294K/N294K^* mice *n* = 21, and male *Scube3^WT^ n* = 34; at 24 wk female *Scube3^N294K/N294K^* mice *n* = 10, female *Scube3^WT^ n* = 21, male *Scube3^N294K/N294K^* mice *n* = 15, and male *Scube3^WT^ n* = 29; at 36 wk female *Scube3^N294K/N294K^* mice *n* = 12, female *Scube3^WT^ n* = 8, male *Scube3^N294K/N294K^* mice *n* = 25, and male *Scube3^WT^ n* = 33; and at 52 wk: female *Scube3^N294K/N294K^* mice *n* = 12, female *Scube3^WT^ n* = 8, male *Scube3^N294K/N294K^* mice *n* = 5, and male *Scube3^WT^ n* = 11. For CTX-1 measurement at 52 wk, numbers were *n* = 10 mice for both female *Scube3^N294K/N294K^* mice and *Scube3^WT^* mice, male *Scube3^N294K/N294K^* mice *n* = 9, and male *Scube3^WT^* mice *n* = 10. ALB, albumin; ALP, total alkaline phosphatase; Ca, total inorganic calcium; CHO, cholesterol; CREA, creatinine; CTX-1, carboxy-terminal collagen crosslinks; GLUC, glucose; Pi, total inorganic phosphate; TG triglycerides; TP, total protein; UA, uric acid.

#### Scube3^N294K/N294K^ mice have defects in bone growth, but not in embryonic patterning:

For further investigation of the observed bone abnormalities, we analyzed *Scube3^N294K/N294K^* mice at newborn and various embryonic stages by skeletal staining. Multiple hyper-ossifications in the axial and appendicular skeleton were detected. In thoracic, lumbar, and sacral vertebrae of *Scube3^N294K/N294K^* mice, ossification center and pedicles were more closed and fused compared to those of wild-type mice (Figure 3B, asterisks indicate the ossification center). Further, in some thoracic vertebrae, ossification centers were split in mutant mice (Figure 3B, two asterisks in one vertebrae). In the appendicular skeleton, the coracoid processes showed hyper-ossification, and proximal and middle phalanges in digit II started to be fused (Figure 3F, arrowhead and black asterisks). Furthermore, metacarpal, metatarsal, and tarsal were enlarged due to hyper-ossification (Figure 3F and Figure 3H, white asterisks). These hyper-ossification phenotypes were not detected at embryonic day E15.5 around the time when endochondral ossification starts, but were detected in E17.5 *Scube3^N294K/N294K^* embryos (data not shown), suggesting that malformations of *Scube3^N294K/N294K^* mice are due to defects in bone growth, but not because of disturbed embryonic patterning as in vertebral segmentation disorders.

**Figure 3:**
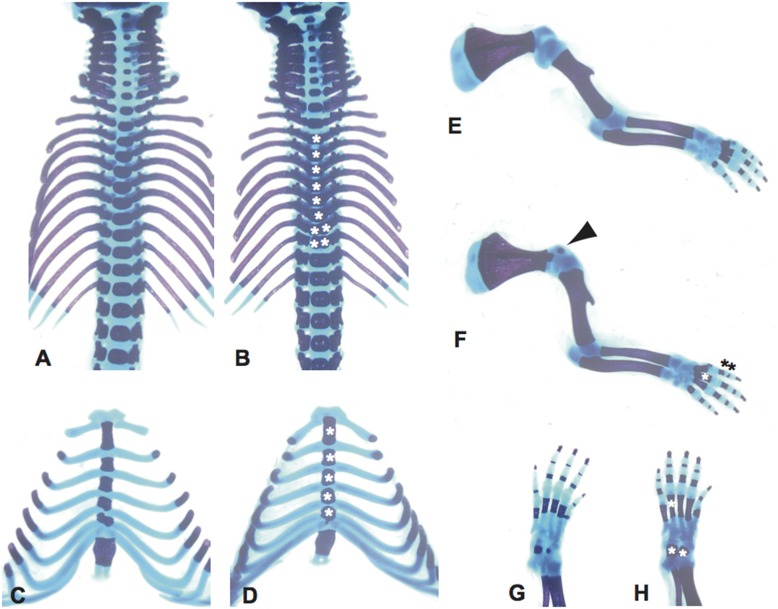
Skeletal phenotypes of newborn *Scube3^N294K/N294K^* mice. Hyper-ossification of entire vertebrae in homozygous *Scube3^N294K/N294K^* mice (B and D) compared to wild-type mice (A and C). Asterisks in (B) indicate remarkable hyper-ossified vertebrae. Note that split ossification centers were detected in T10 and T11 (two asterisks in one vertebra). Sternebrae of *Scube3^N294K/N294K^* mice (D) were slightly thicker and longer than ones of wild-type mice (C). Asterisks in (D) indicate hyper-ossified sternebrae. Bones of upper and lower limbs in homozygous mutants (F and H) were also hyper-ossified compared to wild-type (E and G). Arrowhead indicate ossified coracoid process (E). Asterisks in (F) and (H) show representative hyper-ossified metacarpals, metatarsals, phalanx, and tarsals.

#### Scube3^N294K/N294K^ mice show symptoms pointing to disturbances in renal function:

U, CREA, and K levels, as well as α-amylase activities, were increased in plasma of *Scube3^N294K/N294K^* mice of both sexes (Table S2B). The findings were consistent for most parameters over the whole life period (measured at 12, 24, 36, and 52 wk of age, Figure 2). In addition, plasma glucose levels, triglyceride, and P_i_ concentrations were decreased in both sexes, whereas total protein, albumin, and cholesterol were decreased only in male mutants (Table S2B). To follow up these findings, we analyzed renal function in metabolic cages. Calculated 24 hr CREA clearance adjusted to body weight was normal in *Scube3^N294K/N294K^* mice, suggesting that a similar amount of plasma was filtered per g of body mass by the kidneys of mutant and control mice within 24 hr (Table 1). However, water uptake and urine production in relation to body mass (Table 1) as well as food consumption (2.85 ± 0.23 *vs.* 2.02 ± 0.35 and 3.18 ± 0.57 *vs.* 2.64 ± 0.47 g/24 hr in mutant *vs.* control males and females, respectively) were significantly higher in *Scube3^N294K/N294K^* mice. Urinary concentrations of electrolytes and U were comparable, while CREA, protein (total protein and albumin), and glucose concentrations were slightly lower, and uric acid level was significantly lower, in *Scube3^N294K/N294K^* mice (data not shown). Consequently, calculated 24 hr excretion values per 25 g body mass and fractional excretion rates were significantly increased in *Scube3^N294K/N294K^* mice for the electrolytes Na, K, Cl, as well as Ca, U, total protein, albumin, and glucose. Uric acid and P_i_ excretion adjusted to body mass was found to be highly variable and did not significantly differ between genotypes (Table 1).

**Table 1:** Renal function analysis

	Males		Females		2-Way ANOVA (*P* Value)		
Parameter	*Scube3^WT^* *n* = 12	*Scube3^N294K/N294K^* *n* = 12	*Scube3^WT^* *n* = 10	*Scube3^N294K/N294K^* *n* = 12	Genotype	Sex	Genotype × Sex
Water uptake/25 g BW (g/24 hr)	3.68 ± 0.81	6.01 ± 1.54	4.65 ± 1.88	6.88 ± 1.53	< 0.001	0.039	0.910
Urine excretion/25 g BW (g/24 hr)	0.59 ± 0.31	1.1 ± 0.43	0.89 ± 0.57	1.20 ± 0.55	0.004	0.201	0.412
Creatinine clearance/25g BW (µg/24 hr)	583 ± 305	548 ± 265	812 ± 564	606 ± 191	0.246	0.168	0.409
Na/25 g BW (µmol/24 hr)	102 ± 50	208 ± 59	181 ± 105	205 ± 102	< 0.001	0.004	0.803
K/25 g BW (µmol/24 hr)	228 ± 109	444 ± 131	392 ± 237	539 ± 192	< 0.001	0.014	0.510
Cl/25 g BW (µmol/24 hr)	125 ± 62	262 ± 71	245 ± 154	364 ± 116	< 0.001	< 0.001	0.758
Ca/25 g BW (µmol/24 hr)	1.2 ± 0.6	2.3 ± 0.8	2.7 ± 1.5	4.1 ± 1.4	< 0.001	< 0.001	0.611
Urea/25 g BW (mg/24 hr)	60 ± 28.6	112 ± 31.9	111 ± 65.3	155 ± 44	0.099	< 0.001	0.671
Total protein/25 g BW (mg/24 hr)	8.2 ± 3.5	11.8 ± 3.3	2.8 ± 1.9	3.7 ± 1.9	0.009	< 0.001	0.107
Albumin/25 g BW (µg/24 hr)	98 ± 39	122 ± 31	108 ± 44	153 ± 50	0.008	0.109	0.411
Glucose/25 g BW (µg/24 hr)	210 ± 90	310 ± 94	427 ± 204	501 ± 121	0.030	< 0.001	0.742
FE Na (%)	0.13 ± 0.05	0.30 ± 0.10	0.18 ± 0.05	0.33 ± 0.08	< 0.001	0.149	0.656
FE K (%)	9.7 ± 3.1	20.4 ± 6.2	13.2 ± 3.3	21.7 ± 4.8	< 0.001	0.082	0.422
FE Cl (%)	0.22 ± 0.08	0.52 ± 0.17	0.31 ± 0.08	0.57 ± 0.13	< 0.001	0.061	0.672
FE Ca (%)	0.10 ± 0.03	0.20 ± 0.07	0.15 ± 0.02	0.28 ± 0.08	< 0.001	< 0.001	0.343
FE urea (%)	19 ± 4.9	34 ± 10.4	28 ± 6.6	41 ± 10.5	< 0.001	0.002	0.708
FE total protein (%)	0.007 ± 0.003	0.012 ± 0.006	0.027 ± 0.009	0.045 ± 0.012	< 0.001	< 0.001	0.016
FE albumin (%)	0.00006 ± 0	0.00009 ± 0	0.00007 ± 0	0.00010 ± 0	< 0.001	0.334	0.596
FE glucose (%)	0.029 ± 0.009	0.043 ± 0.010	0.019 ± 0.007	0.031 ± 0.010	< 0.001	< 0.001	0.720

ANOVA, analysis of variance; Na, sodium; K, potassium; Cl, chloride; Ca, calcium; FE, calculated fractional excretion rate.

#### Transcriptome analysis suggests a role of Scube3 in reabsorption and/or excretion of urine components:

We performed transcriptome analysis of kidney samples from *Scube3^N294K/N294K^* mice. 

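Kidney RNA from 4 male *Scube3 N294K/N294K* mice and 4 male wild type mice, all aged 29 wk, was biotin-labelled and hybridized to Illumina Mouse Ref8 v2.0 Expression BeadChips, with 1 array per mouse. The deposited intensities cover 25697 probes, of which 23978 were assigned to a gene and 1719 had no gene name. They were given at 2 stages. The first is the mean bead intensity of each probe as scanned, before background subtraction or normalization, with a detection p-value that gives the share of negative control probes at least as bright. The second is the intensity that the authors obtained after background subtraction and cubic spline normalization in GenomeStudio 2011.1. The median intensity as scanned was 133 to 139 in the wild type mice and 127 to 135 in the mutant mice. At a detection p under 0.05, 12685 to 13127 probes (median 12882) were above background in the wild type mice and 12602 to 13060 (median 12924.5) in the mutant mice. The scanned intensities were corrected for background with the detection p-values, quantile-normalized and put on a log2 scale after adding an offset of 16 (neqc in limma). The 12914 probes above background on at least 4 of the 8 arrays, for 9000 genes, were then compared between genotypes with limma, and p-values were adjusted by the Benjamini-Hochberg method. Where a gene had several probes, the brightest over all 8 arrays stood for the gene. SAM was run separately on the authors' normalized intensities, with values under 16 set to 16 before taking log2, at the thresholds given in the methods (fold change above 1.6 and FDR under 6%) and with all 70 permutations of the genotypes. On the first principal component, which held 41.6% of the variance, all 4 mutant mice lay on one side of all 4 wild type mice. The number of arrays limits the precision, and the median standard error of a log2 fold change was 0.0839.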

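*Igf2*, which encodes a growth factor best known from fetal development, rose in the kidneys of *Scube3 N294K/N294K* mice. Its normalized log2 intensity was 5.86 ± 0.14 (SD, n = 4) in the wild type mice and 6.96 ± 0.32 (SD, n = 4) in the mutant mice, a log2 fold change of 1.10 (SE 0.14, adjusted p = 0.00297 from limma). *Upk1b* and *Upk3a*, which encode uroplakins of the urothelium, rose by 0.90 (SE 0.16) and 0.77 (SE 0.14) on the log2 scale, and *Upk1a* and *Upk2* by 0.54 (SE 0.11) and 0.67 (SE 0.13). None of 6 further urothelial genes above background, *Upk3b* among them, passed the test. The organic anion transporter gene *Slc22a7* rose by 0.80 (SE 0.15), the heme-degrading enzyme gene *Hmox1* by 0.76 (SE 0.08), the carboxylesterase gene *Ces1g*, above background in 2 of the 4 wild type mice, by 0.77 (SE 0.15) and *Erich5* by 0.91 (SE 0.10). Among the genes that fell were *Fa2h*, which encodes a fatty acid hydroxylase (log2 fold change -0.96, SE 0.12), the signaling gene *Rasgrp1* (-0.92, SE 0.12), *Hif1a*, the oxygen-regulated transcription factor (-0.86, SE 0.12), and the transcription factor gene *Tcf21* (-0.79, SE 0.14). *Gm5662*, above background in 2 of the 4 mutant mice, had a log2 fold change of -1.25 (SE 0.19). Of the probes tested with limma, 1015 were higher and 1152 lower in the mutant mice at an adjusted p under 0.05, 16.8% of the total. The 4 mutant mice lay entirely above or entirely below the 4 wild type mice on 23.8% of the probes, where chance gives 2.86%. With SAM, 3729 probes passed at an estimated FDR of 5.98%, which was taken before the fold change was required. Of these, 249 probes, of 208 named genes and including 19 probes without a gene name, also had a fold change above 1.6. Among the 249 probes, 76 were higher and 173 lower, and no separate FDR was estimated for them. The same thresholds in limma gave 83 probes for 67 genes, 19 higher and 64 lower. The limma count at an adjusted p under 0.05 fell to 1154 without wild type replicate 1, to 1337 without wild type replicate 2 and to 1320 without homozygous mutant replicate 2, and its split between directions was 241 higher and 1588 lower with median scaling in place of quantile normalization. The count at the thresholds of the methods was 17 in limma without background correction, 216 in limma on the authors' intensities, 78 in SAM on the quantile-normalized intensities and 2 in SAM with a floor of 1.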

Statistical analysis of gene expression patterns identified 138 differentially expressed genes functionally classified by the following overrepresented terms: cellular development, movement, and proliferation, as well as cardiovascular system function, developmental disorder, and renal and urological disease (Table 2). Additionally, literature-based research revealed several genes associated with expression in proximal tubules (*Havcr1*, *Has2*, *Met*, *Mep1b*, *Mme*, and *Slc29a8*), reabsorption of electrolytes (proximal tubule epithelium: *Cldn10* and *Slc12a1*), and maintenance of salt/water balance of blood (renal medulla: *Acta2*, *Adamts1*, *Ehd3*, *Kcnj15*, and *Umod*). All these genes were down-regulated in kidney.

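Most of these genes were lower in the mutant kidneys when their brightest probe was compared. Of the 13 genes, 8 fell, none rose, 4 did not pass the test and *Has2* was not above background. Among genes of the proximal tubule, the log2 fold change was -1.16 for *Havcr1*, the kidney injury marker (SE 0.10, adjusted p = 0.00223 from limma), -1.04 for the zinc transporter gene that Table 2 names *Slc39a8* and the list of proximal tubule genes *Slc29a8* (probe ILMN_2719513 of *Slc39a8*, SE 0.17, adjusted p = 0.006), -0.78 for *Met*, the receptor of hepatocyte growth factor (SE 0.10, adjusted p = 0.00297), and -0.74 for *Mme*, which encodes neprilysin (SE 0.09, adjusted p = 0.00274). *Slc12a1*, which encodes the sodium-potassium-chloride cotransporter of the thick ascending limb, was 11.91 ± 0.21 (SD, n = 4) in the wild type mice and 10.77 ± 0.22 (SD, n = 4) in the mutant mice, a log2 fold change of -1.14 (SE 0.13, adjusted p = 0.00274 from limma). Of the genes of salt and water balance, *Adamts1* had a log2 fold change of -0.83 (SE 0.10, adjusted p = 0.00288), *Ehd3* of -0.62 (SE 0.11, adjusted p = 0.00795) and *Umod*, the gene of uromodulin, of -0.54 (SE 0.09, adjusted p = 0.006). All 4 mutant mice were below all 4 wild type mice for each of these 8 genes.

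**Figure D1:**
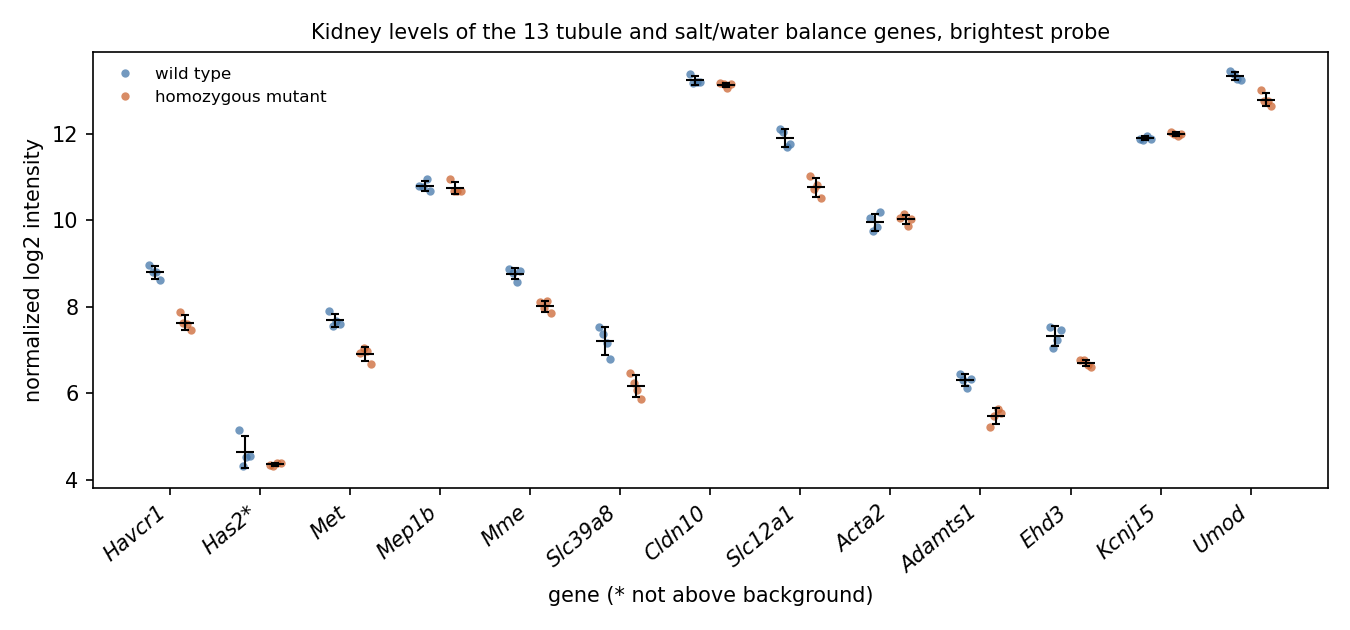
Normalized log2 intensity (vertical axis) of the 13 genes in the kidneys of 4 wild type mice (blue) and 4 homozygous mutant mice (orange), with 1 point per mouse, for the brightest probe of each gene. Bars show the mean and SD; the mutant mice lie below the wild type mice for *Havcr1*, *Met*, *Mme*, *Slc39a8*, *Slc12a1*, *Adamts1*, *Ehd3* and *Umod*, and *Has2* was not above background.

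The remaining genes depended on the probe. The brightest probe of *Mep1b*, the meprin beta gene, had a log2 fold change of -0.05 (SE 0.08, adjusted p = 0.713), while its other probes had -1.28 (SE 0.17, adjusted p = 0.00366) and -1.32 (SE 0.20, adjusted p = 0.00476). The brightest probe of the claudin gene *Cldn10* had -0.11 (SE 0.07, adjusted p = 0.281) and the dimmest of its 4 probes (ILMN_2723576) -1.84 (SE 0.16, adjusted p = 0.00223). In the wild type mice these probes were at 13.24 and 9.10 on the log2 scale. The probes between them, at 11.41 and 10.80, had -0.18 and -0.19 and did not pass the test. Whether the signal of the brightest probe understates a change was not tested. For *Acta2*, the smooth muscle actin gene, the brightest of 4 probes had 0.07 (SE 0.10, adjusted p = 0.684) and the dimmest -0.64 (SE 0.10, adjusted p = 0.00549). The potassium channel gene *Kcnj15* had 0.10 at its brightest probe (SE 0.06, adjusted p = 0.224), and its dimmer probe above background had -0.27 (SE 0.11, adjusted p = 0.118). *Has2* was at 4.64 ± 0.36 (SD, n = 4) in the wild type mice and 4.36 ± 0.03 (SD, n = 4) in the mutant mice. In total, 11 of the 13 genes had at least 1 probe called lower by limma, and 11 were called by SAM at the thresholds of the methods. At those thresholds, limma called 9 genes, 11 on the authors' intensities and 5 without background correction, and SAM with a floor of 1 called 0.

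**Figure D2:**
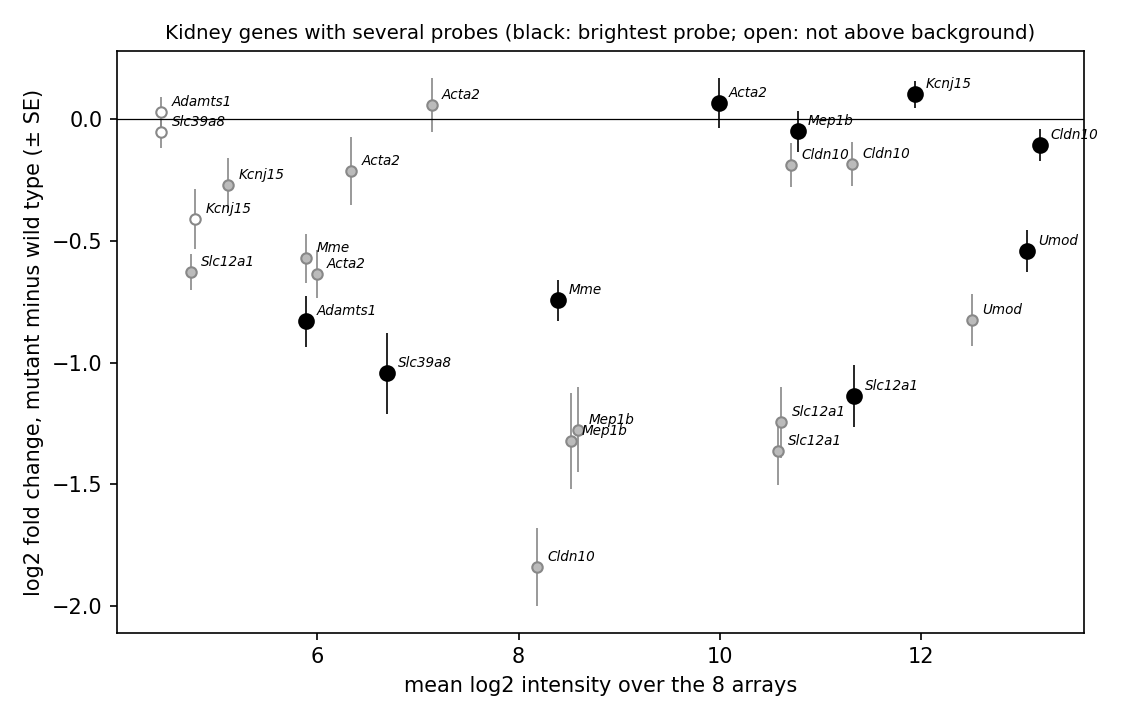
Log2 fold change between homozygous mutant and wild type mice (vertical axis, with SE) against the mean log2 intensity over the 8 arrays (horizontal axis) for each probe of the 9 genes with several probes. Black points mark the brightest probe of a gene and open points probes not above background; the probes of *Slc12a1* and *Umod* all lie below 0, while those of *Mep1b* range from -0.05 to -1.32 and those of *Cldn10* from -0.11 to -1.84.

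The median log2 fold change of the 13 genes was -0.62. The study chose these genes on the same arrays, so neither their count nor their median is independent evidence of a direction.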

**Table 2:** Functional classification of regulated genes in kidney

Biological Functions and Disease	Genes	**#** Genes
Cellular development	*Blk*, *Casp3*, *Ccr1*, *Chek1*, *Commd3-Bmi1*, *Cxcl12*, *Eif4g2*, *Ereg*, *Foxc1*, *Gabpa*, *Has2*, *Havcr1*, *Hif1a*, *Hmox1*, *Hoxa10*, *Id4*, *Igf2*, *Jdp2*, *Met*, *Rasgrp1*, *Scel*, *Srpx2*, *Tcf21*, *Tert*, *Tnn*	25
Cellular movement	*Adamts1*, *Arhgap35*, *Ccr1*, *Cxcl12*, *Ereg*, *Foxc1*, *Fpr3*, *Has2*, *Hif1a*, *Hmox1*, *Igf2*, *Ltc4s*, *Mep1b*, *Met*, *Mme*, *Plec*, *Ppt2*, *Rasgrp1*, *Sema6d*, *Slc12a1*, *Srpx2*, *Tgfbr3*, *Tnn*, *Umod*, *Vav3*	25
Cardiovascular system function	*A4gnt*, *Adamts1*, *Casp3*, *Chm*, *Cxcl12*, *Ehd3*, *Foxc1*, *Has2*, *Hif1a*, *Hmox1*, *Hoxa10*, *Ift57*, *Igf2*, *Lefty2*, *Met*, *Plec*, *Srpx2*, *Tcf21*, *Tert*, *Tgfbr3*, *Tnn*, *Trpc1*, *Usp8*, *Vav3*	24
Nervous system function	*Arhgap35*, *Casp3*, *Chm*, *Commd3-Bmi1*, *Cxcl12*, *Fa2h*, *Faim2*, *Gpr37*, *Hif1a*, *Hoxa10*, *Ift57*, *Igf2*, *Madd*, *Met*, *Plec*, *Ppt2*, *Rgs7*, *Sh3gl2*, *Slitrk6*, *Vav3*	20
Cell death and survival	*Adamts1*, *C8orf44-Sgk3/Sgk3*, *Casp3*, *Ccr1*, *Chek1*, *Commd3-Bmi1*, *Cxcl12*, *Fa2h*, *Hif1a*, *Hmox1*, *Id4*, *Igf2*, *Jdp2*, *Met*, *Tert*, *Top1*, *Umod*, *Usp8*	18
Neurological disease	*Casp3*, *Commd3-Bmi1*, *Gnat1*, *Gng7*, *Grik1*, *Hmox1*, *Id4*, *Igf2*, *Kcnip2*, *Man1a1*, *Mdh1*, *Ppp1cb*, *Ppt2*, *Ranbp1*, *Sgtb*, *Sh3gl2*, *Top1*	17
Cancer	*Acta2*, *Bdh1*, *Gpr37*, *Havcr1*, *Hif1a*, *Hmox1*, *Id4*, *Igf2*, *Lefty2*, *Mdh1*, *Met*, *Tert*, *Tgfbr3*	13
Cell cycle	*Chek1*, *Commd3-Bmi1*, *Has2*, *Havcr1*, *Hmox1*, *Hoxa10*, *Id4*, *Igf2*, *Met*, *Slbp*, *Tert*, *Trpc1*, *Usp8*	13
Cellular growth and proliferation	*Chek1*, *Cxcl12*, *Ereg*, *Ghrhr*, *Has2*, *Hif1a*, *Hoxa10*, *Id4*, *Lmo3*, *Met*, *Tert*, *Top1*	12
Developmental disorder	*Chm*, *Commd3-Bmi1*, *Eif4g2*, *Has2*, *Hif1a*, *Hmox1*, *Ift57*, *Igf2*, *Ranbp1*, *Sh3gl2*, *Slc12a1*, *Usp8*	12
Renal and urological disease	*Ccr1*, *Ereg*, *Havcr1*, *Hif1a*, *Igf2*, *Lmo3*, *Met*, *Mme*, *Slc39a8*, *Tert*	10

Shown are significantly (*P* < 0.05) enriched terms from the “biological functions and disease” analysis in Ingenuity Pathway Analysis.

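Of the 69 genes in Table 2, 66 had a named probe and 46 were above background in the kidney arrays. Among these 46 genes, 28 fell in the mutant mice, 3 rose and 15 did not pass the test at an adjusted p under 0.05 from limma; adjusted over the list alone, 33 fell and 4 rose. The genes were chosen by the study on the same arrays, so neither count is independent evidence of a direction. The 3 that rose were *Igf2*, *Hmox1* and *Ltc4s*, a leukotriene synthase gene with a log2 fold change of 0.73 (SE 0.10, adjusted p = 0.00371). For renal and urological disease, 6 of the 10 genes were above background, of which 5 fell and 1 rose. Cellular development held 17 genes above background, of which 13 fell and 2 rose, and cellular growth and proliferation held 5, all of which fell. Cardiovascular system function held 17 genes above background, of which 12 fell and 2 rose, and developmental disorder held 9, of which 5 fell and 2 rose. Of the 21 genes of cellular movement above background, 13 fell, among them *Tnn*, an extracellular matrix gene, and 3 rose. The lowest share was in neurological disease, in which 4 of 12 genes fell, 2 rose and 6 did not pass the test. *Bmi1*, a Polycomb gene, had a log2 fold change of -0.70 (SE 0.07, adjusted p = 0.00223) and the translation initiation factor gene *Eif4g2* of -0.85 (SE 0.11, adjusted p = 0.00301). *Id4*, an inhibitor of DNA binding, was above background in the wild type mice alone and at least 1.32-fold lower in the mutant mice. *Tert*, *Ereg*, *Ccr1*, *Lmo3* and *Ghrhr* were among the genes not above background and were left out of the test. At this low signal, every mutant mouse was below every wild type mouse for *Tert*, *Lmo3* and *Ghrhr*, but not for *Ereg* and *Ccr1*. SAM called 34 of the 69 genes on at least 1 probe, 31 of them lower. The enrichment of the terms was not analysed here.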

#### Scube3^N294K/N294K^ mice have hearing deficits, alterations in the inner and middle ear, and show behavioral abnormalities:

Hearing sensitivity was assessed by auditory brainstem response (ABR) to different auditory stimuli. There were significant differences at clicks and all tested frequencies; thresholds were increased in *Scube3^N294K/N294K^* mice of both sexes, with female *Scube3^N294K/N294K^* mice more severely affected (Figure 4A). Further analysis of this finding revealed alterations in inner and middle ear preparations. The inner and middle ears appeared smaller and the ossicles of the middle ear had decreased size and altered shape. The incus was smaller, and the body and head of the malleus were especially decreased in size (Figure 4B). The middle ear cavity, the bulla, part of the temporal bone, had an irregular shape as well (Figure 4B).

**Figure 4:**
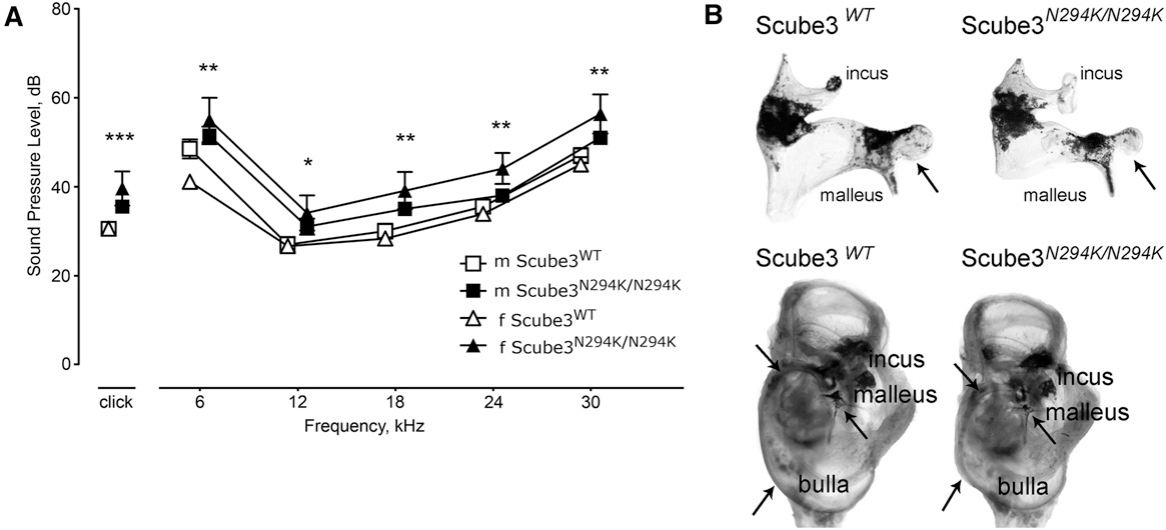
(A) Mild conductive hearing loss; asterisks mark genotype effect of both sexes together. * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001. (B) Abnormalities in inner ear development. Upper panel: depiction of smaller and malformed ossicles. The ambos (incus) has a different shape and the body of the hammer (malleus) is narrowed (arrow) and the head surface decreased. Lower panel: the whole inner and middle ear was reduced in size and, besides the alterations of the ossicles (arrow pointing toward the hammer, malleus), the auditory cavity (bulla) has an irregular shape (arrows). WT, wild-type.

In the open field test, *Scube3^N294K/N294K^* mice showed clearly decreased locomotor and exploratory activity, as indexed by a reduction in total distance traveled and rearing activity over the course of the 20 min test. Movement velocity was also decreased. In terms of anxiety-related behavior, *Scube3^N294K/N294K^* mice spent less time in the center, entered into the center less often, traveled less distance within this zone, and exhibited an increased latency to enter the center (Figure 5 and Table S2B). In the modified hole-board test, maximum and angular velocity were decreased in *Scube3^N294K/N294K^* mice as well as the latency to engage in risk assessment by the male mutant mice (Table S2B).

**Figure 5:**
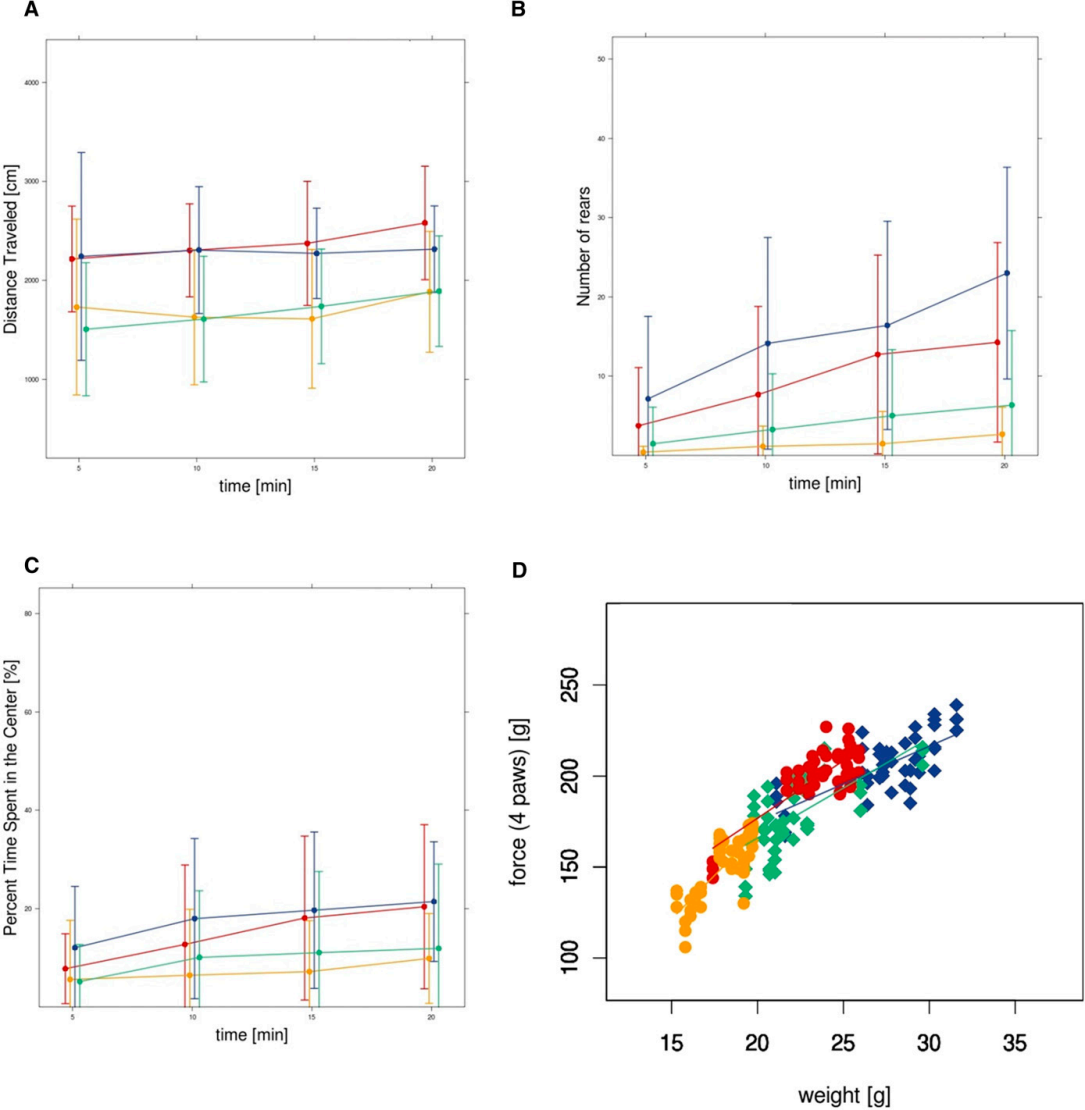
Analysis of *Scube3^N294K/N294K^* mice in the Open Field test and grip strength analysis. Data for distance traveled (A), number of rears (B), and percent time spent in center (C) are shown over the 20 min test interval. Grip strength (four paw measurement) is plotted *vs.* body weight (D) (green, *Scube3^N294K/N294K^* males; yellow, *Scube3^N294K/N294K^* females; blue, *Scube3^WT^* males; and red, *Scube3^WT^* females).

In a general observation series according to the modified SHIRPA protocol, we also observed reduced locomotor activity, particularly in female *Scube3^N294K/N294K^* mice. In addition, we found a reduction in grip strength, which was also influenced by the body mass reduction (Table S2, B and C and Figure 5).

#### Scube3^N294K/N294K^ mice have altered function in energy metabolism:

*Scube3^N294K/N294K^* mice had significantly reduced body mass, and considerably lower absolute fat and lean mass (Table S2C). They also showed a significant shift in body composition, particularly with regards to decreased lean mass when adjusted to body mass (Figure 6). Interestingly, the relations between body mass and fat content, as well as body mass and lean mass, were significantly different between genotypes (Table S2C), indicating a systematic effect on body composition. *Scube3^N294K/N294K^* mice had significantly lower glucose, triglyceride, NEFA, and glycerol concentrations in plasma (Table S2B). In the glucose tolerance test, basal fasting glucose levels were significantly decreased in *Scube3^N294K/N294K^* mice. AUC (area under the curve) values were decreased, which indicates an improved glucose tolerance in *Scube3^N294K/N294K^* mice (Table S2B). We applied indirect calorimetry to investigate energy expenditure, substrate use, and locomotor activity under home-cage conditions, and found rearing behavior decreased during the 21 hr test phase. No major effects on energy turnover could be detected when VO2 was adjusted to body mass (Table S2C). In a separate test, food consumption and gastro-intestinal functions of *Scube3^N294K/N294K^* mice were monitored over 5 d in single caged animals. We could not detect considerable effects on food intake, energy assimilation, and the efficiency of energy extraction from food.

**Figure 6:**
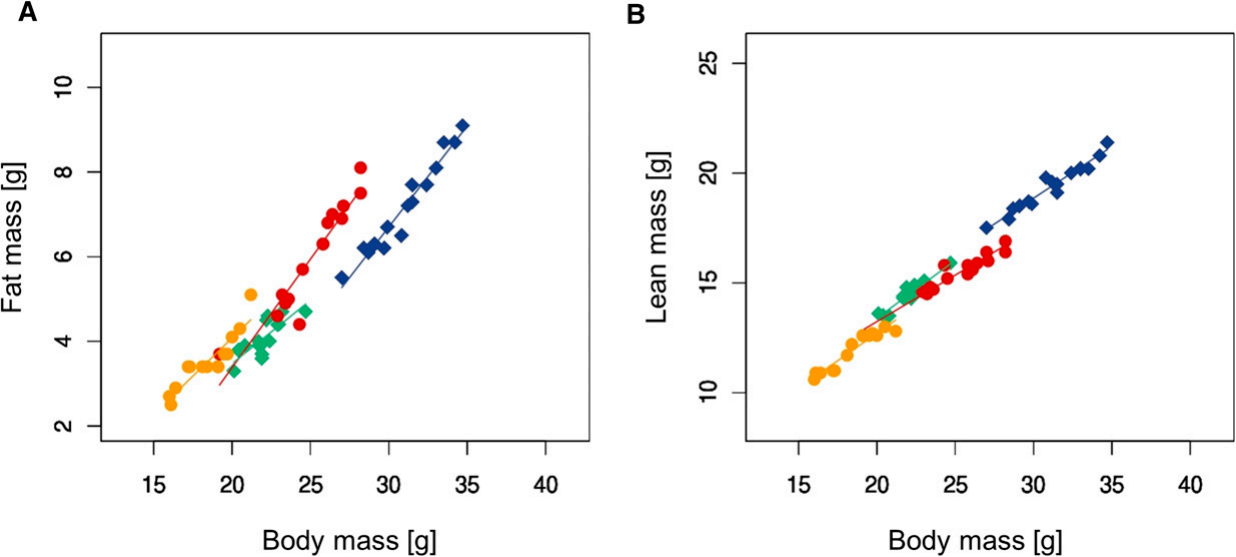
(A) Fat mass plotted against body mass (green, *Scube3^N294K/N294K^* males; yellow, *Scube3^N294K/N294K^* females; blue, *Scube3^WT^* males; and red, *Scube3^WT^* females). (B) Lean mass plotted against body mass (green, *Scube3^N294K/N294K^* males; yellow, *Scube3^N294K/N294K^* females; blue, *Scube3^WT^* males; and red, *Scube3^WT^* females).

#### Scube3^N294K/N294K^ mice show mild alterations in cardiovascular parameters, but no hints of deficits in heart performance or conduction:

Echocardiography and electrocardiography revealed several mild alterations in *Scube3^N294K/N294K^* mice (decreased interventricular septum width, decreased left ventricular posterior wall thickness, decreased left ventricular mass, and prolonged QRS interval duration mainly in male *Scube3^N294K/N294K^* mice, as well as decreased diastolic ventricular dimension and decreased respiration rate in female *Scube3^N294K/N294K^* mice, Table S2A). We found a significantly lower heart weight of *Scube3^N294K/N294K^* mice as compared to sex-matched controls (also when normalized to tibia length). However, no alterations were found in heart performance or conduction, and thus there was no clear hint for a physiologically relevant constraint of cardiovascular function due to the mutation. Further in line, the observed alterations may be confounded by the reduced body weight of *Scube3^N294K/N294K^* mice.

#### Further tested organ functions are normal in Scube3^N294K/N294K^ mice:

The analysis of immunologically relevant parameters revealed no major changes. We observed tendencies toward decreased frequency of L-selectin expressing cells within T cell populations and increased frequency of CD11b-expressing cells within the NK cell compartment (Table S2A). We did not detect any changes in hematological parameters. Eye morphology and vision were as expected for the genetic background (C3HeB/FeJ). There were no major genotype effects on prepulse inhibition response or pain perception. No differences were detected for rotarod performance. The analysis of transepidermal water loss (TEWL) from the skin of the mice did not reveal genotype-specific differences, while hair structure and coat appeared normal. There were no alterations in lung function. *Scube3^N294K/N294K^* mice at the age of 21 wk did not present additional histopathological alterations.

## Discussion

We identified an ENU-derived mouse line carrying a missense mutation in *Scube3* (NM_001004366.1:c.882C > A, NP_001004366.1:p.Asn294Lys), and characterized the *Scube3^N294K/N294K^* mutant mouse in detail in the GMC (Hrabé de Angelis *et al.* 2015; Gailus-Durner *et al.* 2005; Fuchs *et al.* 2012). As shown previously in a *Scube3* reporter mouse line, targeted replacement of exons 2 and 3 by a *lacZ*-cassette demonstrated early expression of the gene in craniofacial, limb, and neural tube tissues (Xavier *et al.* 2010). However, these mice, as well as SCUBE3 loss-of-function mice, developed normally and did not show overt phenotypic alterations (Xavier *et al.* 2013, 2010) whereas *Scube3^N294K/N294K^* mice exhibited alterations in several organ systems. One reason for this discrepancy might be owed to the different genetic backgrounds of the mice in these studies. However, a more likely explanation is the redundancy of *Scube* family members, which might compensate the loss of SCUBE3 in the null mutant (Xavier *et al.* 2013), and the nature of the mutation in the *Scube3* mouse model described here. The amino acid exchange in *Scube3^N294K/N294K^* mice lies within the EGF-like domain 7 that follows the consensus sequence D/N-X-D/N-E/Q-X_m_-D/N*-X_n_-Y/F for Ca-binding EGF-like domains (cbEGFs, Figure 7). These domains are known to mediate protein–protein and protein–carbohydrate interactions in a Ca-dependent manner (Downing *et al.* 1996). They are also structurally important for several cellular processes such as extracellular matrix architecture or specification of cell fates (Downing *et al.* 1996). For example, missense mutation of conserved amino acids in cbEGFs of fibrillin 1 (FBN1) are causative for Marfan syndrome due to Ca^2+^-dependent misfolding of the protein (Whiteman *et al.* 2007). Likewise, the amino acid exchange in the cbEGF domain 7 in *Scube3^N294K/N294K^* mice might lead to a reduced Ca^2+^-binding capacity and/or to conformational changes, which in turn could negatively interfere with both homo- and heteromeric interaction of SCUBE proteins (Wu *et al.* 2004; Yang *et al.* 2002), posttranslational processing (Wu *et al.* 2011), and interaction with transforming growth factor-β and hedgehog signaling (Johnson *et al.* 2012; Wu *et al.* 2011).

**Figure 7:**
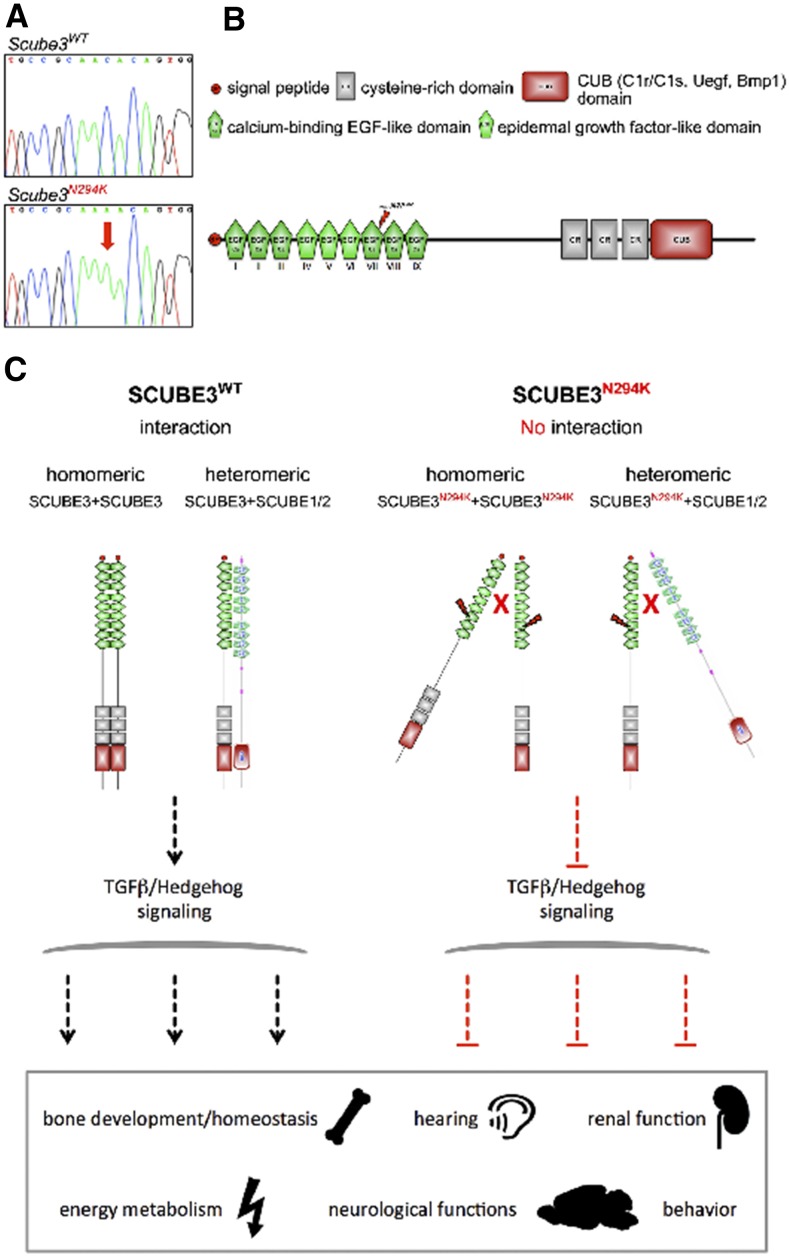
*Scube3^N294K/N294K^* mice are homozygous for a (C) to (A) point mutation at nucleotide position 882 that leads to an asparagine to lysine exchange at protein position 294 (N294K) in exon 8 of *Scube3* (A). The mutation affects the calcium-binding EGF-like domain VII (B), which might have effects on the capabilities to form homo- or heterodimers and block TGFβ/Hedgehog signaling (C), which causes phenotypic alterations in bone development and homeostasis, hearing ability, renal function, energy metabolism, neurological functions, and behavior. EGF, epidermal growth factor; TGFβ, transforming growth factor β.

*Scube3* is expressed in the cartilaginous primordia of the skeleton and regions of intramembranous bone formation in the developing craniofacial region (Haworth *et al.* 2007). Nevertheless, besides middle ear abnormalities, *Scube3^N294K/N294K^* mice did not show any further craniofacial abnormalities, suggesting that SCUBE3 is dispensable for craniofacial development (Xavier *et al.* 2013) or that the respective functions may be assigned to regions upstream of cbEGF7 of SCUBE3. However, the *Scube3^N294K/N294K^* mutation directly affects bone morphology and bone metabolism. *Scube3^N294K/N294K^* mice had a significant reduction in body size and weight. Interestingly, GWAS found *SCUBE3* SNPs among adult and pediatric height-associated loci (Gudbjartsson *et al.* 2008; Zhao *et al.* 2010), as well as in pigs, associated with body height, body length, and rump circumference (Wang *et al.* 2014). The influence of the *Scube3* mutation on bone metabolism was expressed by increased ALP activities and CTX-1 values in plasma, as well as by decreased BMD and BMC in DEXA and pQCT analysis. These data are supported by the finding that SCUBE3 is expressed in early osteoblasts and long bones (Wu *et al.* 2004). Interestingly, the human *SCUBE3* gene is located on chromosome 6p21.3, which was discussed to be associated with Paget disease of bone 1 (PDB1) (Wu *et al.* 2004; Fotino *et al.* 1977; Tilyard *et al.* 1982; Good *et al.* 2002). Although PDB is characterized by late onset and mostly focal bone abnormalities due to increased bone turnover (Ralston *et al.* 2008), mouse models for genes known to be mutated in PDB, such as *Tnfrsf11a* for PDB2 (OMIM 603499) and *Sqstm1* for PDB3 (OMIM 601530), have bone abnormalities already at birth (Dougall *et al.* 1999; Li *et al.* 2000) or not until adulthood (Kapur *et al.* 2004; Durán *et al.* 2004; Daroszewska *et al.* 2011). Interestingly, cases of PDB were described to be associated with raised ALP activities and deafness (Tan *et al.* 2014). Therefore, we suggest *Scube3^N294K/N294K^* mice as a new model for further studies on PDB1.

*SCUBE3* maps to a region that was associated with progressive bilateral hearing loss of the mid and high frequencies (DFNA31, OMIM %608645) (Snoeckx *et al.* 2004). The results of the ABR-hearing assessment and the morphological analysis of the middle ears of *Scube3^N294K/N294K^* animals indicate conductive hearing loss. In *Scube3^N294K/N294K^* mice, hearing loss might be a consequence of retarded development of middle ear cavity and ossicle malformations. By contrast, Xavier *et al.* (2013) did not observe any gross abnormalities in the (inner) ears of *Scube3*^−/−^ mice at the age of E17.5. Since background-specific genetic modifiers play an important role in the development of inner ears (Kiernan *et al.* 2007), the differences in the genetic background could be the reason for the different observations in the two studies.

The kidneys play a central role in the regulation of mineral homeostasis and chronic kidney disease (CKD) is associated with bone metabolic disease. However, the regulatory pathways involved are still not fully understood (reviewed in Hu *et al.* 2013; Peacock 2010; Razzaque 2011; Rowe 2012). Elevated plasma U and CREA levels found in *Scube3^N294K/N294K^* mice hint toward possible effects on renal function. We found increased electrolyte and water excretion, but no alteration of CREA clearance. These findings could be a sign of altered renal tubular function or might be a consequence of increased electrolyte consumption due to higher food uptake causing an upregulation of excretory mechanisms. 

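Several genes of the thick ascending limb were lower in the mutant kidneys, and most transport genes of the proximal tubule did not pass the test. Of 10 thick ascending limb genes above background, 5 fell, 1 rose and 4 did not pass the test, with the same counts when adjusted over the list alone. *Egf*, which is made in this segment and the distal convoluted tubule, had a log2 fold change of -0.65 (SE 0.07, adjusted p = 0.00226 from limma), and *Ptger3*, a prostaglandin receptor gene, of -0.67 (SE 0.11, adjusted p = 0.00665). The list had a median of -0.27 and was lower than other genes in camera (adjusted p = 0.0386 over 29 lists), but not with an estimated correlation (adjusted p = 0.724), and this call was lost on the authors' intensities, where no list passed, without homozygous mutant replicate 3, where none passed either, and without homozygous mutant replicate 2. Of the 35 splits of the 8 arrays into 4 and 4, 3 gave this list a median as large in size, and 31 gave at least 1 changed list. The study had picked 3 of the 10 genes (*Slc12a1*, *Umod* and *Cldn10*) from these arrays, and of the other 7 genes 3 fell and 1 rose, with a median of -0.16. In the proximal tubule, 1 of 14 transport genes fell, 2 rose and 11 did not pass the test (adjusted p = 0.297 in camera). *Slc34a1*, the main phosphate transporter gene of this segment, had a log2 fold change of 0.01 (SE 0.05). It was the brightest gene of this list, at 14.19 on the log2 scale in the wild type mice and 14.20 in the mutant mice. Whether so bright a signal understates a change was not tested, although *Umod*, at 13.33 in the wild type mice, had -0.54. The transport genes that rose were *Slc22a7* and *Slc22a12* (0.26 for *Slc22a12*, SE 0.06). Among 8 genes of the distal convoluted tubule, 4 rose, including the magnesium transporter gene *Cnnm2* (log2 fold change 0.32, SE 0.06, adjusted p = 0.011), and 1 fell (adjusted p = 0.268 in camera). Of 9 genes of collecting duct principal cells, 3 rose and 2 fell, with 4 rises when adjusted over the list alone; the water channel gene *Aqp4* had a log2 fold change of -0.47 (SE 0.09, adjusted p = 0.00958). Among 8 genes of intercalated cells, 1 rose, the insulin receptor-related gene *Insrr* (log2 fold change 0.59, SE 0.12, adjusted p = 0.0126), and 7 did not pass the test. These lists had an adjusted p of 0.64 and 0.294 in camera. With median scaling in place of quantile normalization, *Slc22a12* of the proximal tubule, *Slc12a3* and *Pvalb* of the distal convoluted tubule and *Scnn1b* and *Fxyd4* of the principal cells no longer passed the test. The calls of *Lrp2*, *Slc22a12*, *Slc12a3*, *Pvalb*, *Slc8a1*, *Scnn1b* and *Hsd11b2* were lost in 4 to 8 other settings each.
No list of markers of other kidney cells passed the test in camera. Of 3 podocyte genes above background, 2 fell, among them *Wt1* (log2 fold change -0.46, SE 0.10, adjusted p = 0.0179), and the list had an adjusted p of 0.0723 in camera (adjusted p = 0.724 with an estimated correlation); it passed in fry, with the replicate number as a block and without wild type replicate 1 or 2. Among 10 endothelial genes, 2 fell, of which *Ehd3* had been picked by the study, and 1 rose and 3 fell when adjusted over the list alone; the list had an adjusted p of 0.143 and passed only without wild type replicate 2. Of 5 genes of fibroblasts and collagen matrix, 1 fell (*Col15a1*, a call lost in 5 other settings), and 2 when adjusted over the list alone (adjusted p = 0.294 in camera). No gene passed the test among 5 of smooth muscle, mesangium and renin cells (adjusted p = 0.798 in camera), 7 of leukocytes (0.866) and 3 of red blood cells (0.64).

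**Figure D3:**
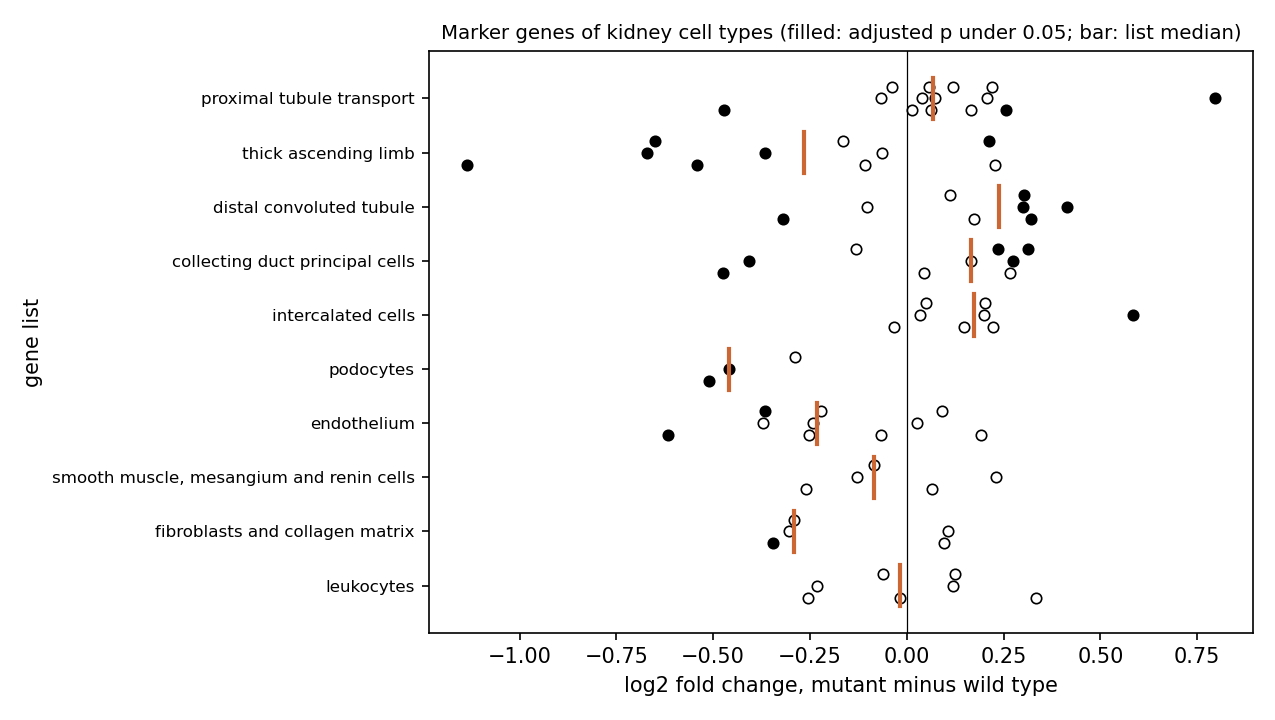
Log2 fold change between homozygous mutant and wild type mice (horizontal axis) of each gene above background in 10 lists of marker genes of kidney cells (vertical axis). Filled points passed an adjusted p under 0.05, open points did not, and bars mark the list medians, which were -0.27 for the thick ascending limb, 0.07 for proximal tubule transport and -0.46 for podocytes.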

The annotations of differentially expressed genes in kidney with reabsorption of electrolytes and salt/water balance indicate effects on tubular reabsorption. *Acta2* (Tanabe *et al.* 2012), *Adamts1* (Schrimpf *et al.* 2012), *Ehd3* (George *et al.* 2011), *Kcnj15* (Derst *et al.* 1998), and *Umod* (Rampoldi *et al.* 2011) are annotated with expression in renal medulla and salt/water balance, and *Clnd10* (Krug *et al.* 2012), *Havcr1* (Adiyanti and Loho 2012), *Has2* (Michael *et al.* 2011), *Mep1b* (Oneda *et al.* 2008), *Met* (Zhou *et al.* 2013), *Mme* (Van der Hauwaert *et al.* 2013), Slc12a1 (Yang *et al.* 1996), and *Slc39a8* (Nebert *et al.* 2012) are associated with electrolyte reabsorption in the proximal tubules. Together these findings hint toward a possible role of *Scube3* in kidney development and function, supported by the expression of *Scube3* in the developing kidney (Haworth *et al.* 2007), or might be related to secondary effects on the regulation of kidney function.

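*Scube3* itself was weakly expressed in the adult kidney and did not pass the test between the genotypes. Its brightest probe was at 5.38 ± 0.23 (SD, n = 4) in the wild type mice and 5.50 ± 0.30 (SD, n = 4) in the mutant mice, a log2 fold change of 0.12 (SE 0.15, adjusted p = 0.625 from limma). The other probe of *Scube3* had a log2 fold change of 0.16 (SE 0.09, adjusted p = 0.249). These arrays measure the amount of transcript and not the base change. The related genes *Scube1* and *Scube2* were not above background, at 4.44 ± 0.07 and 4.49 ± 0.09 (SD, n = 4) in the wild type mice and at 4.41 ± 0.06 and 4.38 ± 0.09 (SD, n = 4) in the mutant mice. From the annotation of genes such as *Slc12a1*, *Umod* and *Mme* with electrolyte reabsorption and salt/water balance, the paper reads effects on tubular reabsorption. It also found raised excretion of electrolytes and water without a change in creatinine clearance, which it says could reflect altered tubular function or higher food uptake. Together with the known expression of *Scube3* in the developing kidney, it sees a hint of a possible role of *Scube3* in kidney development and function, and names secondary effects on the regulation of kidney function as another possibility.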

The human SCUBE3 protein is involved in hedgehog and TGF-β1 signaling (Xavier *et al.* 2013; Haworth *et al.* 2007; Yang *et al.* 2007; Johnson *et al.* 2012) but, so far, nothing is known about SCUBE3 signaling in this network in mice. Transcriptome profiling analysis of kidney from *Scube3^N294K/N294K^* mice identified potential down-stream targets of SCUBE3 that are annotated to TGF-β1 signaling [*C1qtnf3* (Hofmann *et al.* 2011), *Foxc1* (Xu *et al.* 2012), *Has2* (Davies *et al.* 2005), *Jdp2* (Mito *et al.* 2013), *Kcnip2* (Kaur *et al.* 2013), *Lefty2* (Saijoh *et al.* 2000; Arganaraz *et al.* 2012), *Tgfbr3* (Walker *et al.* 2011), and *Tnn* (Alejandre Alcázar *et al.* 2011)]. Reduced expression of all these genes gives evidence for a supportive role of SCUBE3 within the TGF-β1 signaling pathway by binding to transforming growth factor β receptor 2 (TGFBR2) (Yang *et al.* 2007).

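*Tnn*, which encodes tenascin N, and the transcription factor gene *Foxc1* fell in the mutant kidneys. *Tnn* was at 6.08 ± 0.18 (SD, n = 4) in the wild type mice and 5.11 ± 0.12 (SD, n = 4) in the mutant mice, a log2 fold change of -0.98 (SE 0.10, adjusted p = 0.00223 from limma). *Foxc1* had a log2 fold change of -0.87 (SE 0.17, adjusted p = 0.011), the transcription factor gene *Jdp2*, above background in 2 of the 4 mutant mice, of -0.50 (SE 0.09, adjusted p = 0.00893) and *Tgfbr3*, which encodes betaglycan, of -0.50 (SE 0.08, adjusted p = 0.00647). For these 4 genes, every mutant mouse was below every wild type mouse. *C1qtnf3* had -0.23 at its brightest probe (SE 0.12, adjusted p = 0.184), and its other probes had -0.52 (SE 0.14, adjusted p = 0.03) and -0.79 (SE 0.13, adjusted p = 0.00681). The hyaluronan synthase gene *Has2*, the channel-interacting gene *Kcnip2* and *Lefty2* were not above background and were left out of the test. Their log2 fold changes were negative. At this low signal, every mutant mouse was below every wild type mouse for *Kcnip2* and *Lefty2*, but not for *Has2*. The median of the 8 genes, the 3 not above background included, was -0.39. The study picked the 8 genes on the same arrays, so neither the count nor the median is independent evidence.

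**Figure D4:**
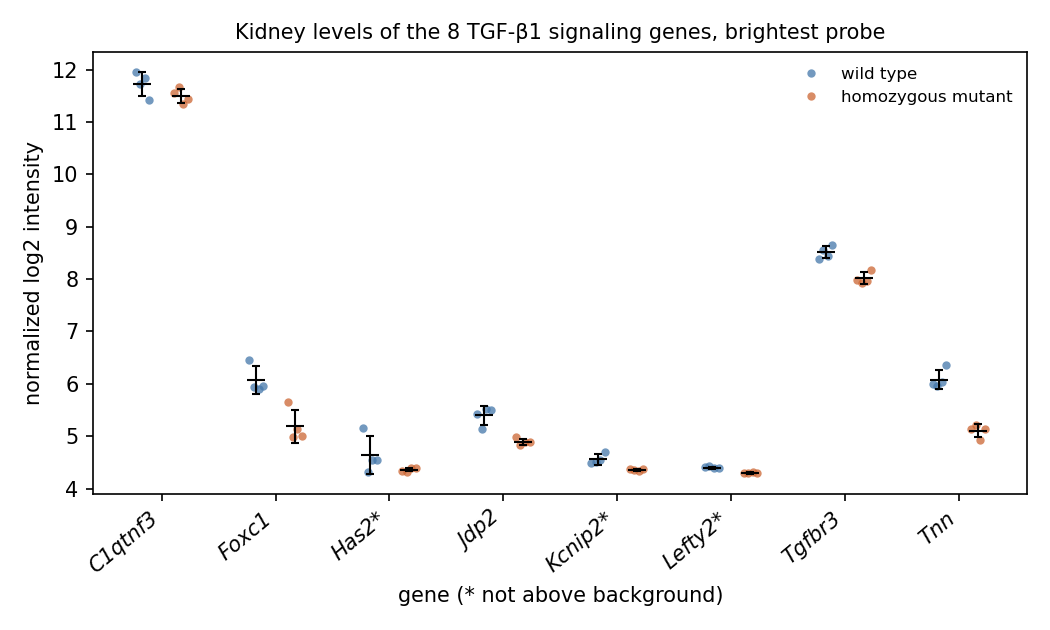
Normalized log2 intensity (vertical axis) of the 8 TGF-β1 signaling genes in the kidneys of 4 wild type mice (blue) and 4 homozygous mutant mice (orange), with 1 point per mouse, for the brightest probe of each gene. Bars show the mean and SD. *Has2*, *Kcnip2* and *Lefty2* were not above background. The mutant mice lie below the wild type mice for *Foxc1*, *Jdp2*, *Tgfbr3* and *Tnn*, and at low signal for *Kcnip2* and *Lefty2*.

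Among 14 genes of the TGF-β pathway and its targets above background, 2 fell, none rose and 12 did not pass the test, with the same counts when adjusted over the list alone. They were *Tgfbr3* and *Ccn2*, the connective tissue growth factor gene and a target of the pathway (log2 fold change -0.70, SE 0.11, adjusted p = 0.00661). The receptor gene *Tgfbr2* had -0.14 at its brightest probe (SE 0.06, adjusted p = 0.121) and -0.33 at its dimmer probe (SE 0.11, adjusted p = 0.0682). The list had a median of -0.11 and an adjusted p of 0.061 in camera (0.724 with an estimated correlation). It passed in camera without background correction, with median scaling, with an intensity trend, with the replicate number as a block, without a filter, and without wild type replicate 1 or 2 or homozygous mutant replicate 2. Of 11 genes of the BMP pathway, *Bmp4* rose (log2 fold change 0.50, SE 0.07, adjusted p = 0.00339) and *Id4* fell, and the list had an adjusted p of 0.738. Of 5 hedgehog pathway genes above background, 1 fell (*Ihh*, a call lost in 10 other settings) and 4 did not pass the test; the list had a median of 0.06, a mean of -0.07 and an adjusted p of 0.895.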

Although we did not observe structural defects of muscle tissue in the pathological examination, the repeated findings of reduced locomotor and rearing activity as well as movement velocity might be indications for functional defects, which might also be associated with an abnormal muscle energy metabolism. Indeed, very recent findings from detailed analysis of zebrafish *scube3* suggest that its gene function is crucial for fast-fiber myogenesis (Tu *et al.* 2014). Still, decreased activity and movement velocity could also be due to the described early developmental expression of *Scube3* in the neural tube (Haworth *et al.* 2007).

*SCUBE3* expression was observed in human cultured coronary smooth muscle cells and at low levels in the heart (Wu *et al.* 2004), and its overexpression led to cardiac hypertrophy in transgenic mice (Yang *et al.* 2007). Whereas young *Scube3* transgenic mice appeared phenotypically normal but showed abnormal repolarization ECG patterns as well as thickening of left-ventricular septum and posterior wall thickness when analyzed at 8 months of age (Yang *et al.* 2007), *Scube3^N294K/N294K^* mice showed only very mild alterations in cardiac parameters of our phenotypic analysis. Possibly, they were too young for manifestation of a severe cardiac dysfunction.

In this study, we characterized the first *Scube3* mutant mouse line with phenotypic alterations, suggesting a role of *Scube3* in bone metabolism and morphology, hearing, and renal function. The observed morphological abnormalities of the skeleton, impaired bone metabolism, and hearing impairments correlate with the rare metabolic bone disorder PDB, associated with the chromosomal region of human SCUBE3. Further phenotypic alterations were observed in energy metabolism parameters, in behavior, and neurological functions (Figure 7). This new mouse model will help us to better understand SCUBE3 function and diseases related to *Scube3* gene mutations.

## Supplementary Material

Supplemental Material

# Supplementary material for: The First Scube3 Mutant Mouse Line with Pleiotropic Phenotypic Alterations
**Source:** G3 (Bethesda). 2016 Nov 4;6(12):4035–46. doi: 10.1534/g3.116.033670
**Supplement:** Supplemental Material

The First Scube3 Mutant Mouse Line with Pleiotropic Phenotypic Alterations — Supplemental Material 

# The First *Scube3* Mutant Mouse Line with Pleiotropic Phenotypic Alterations

## Supplemental Material for Fuchs, *et al*, 2016

**Files in this Data Supplement:**

- File S1 - Supplemental references. (.pdf, 34 KB)
- Table S1 - Applied phenotyping pipeline in the German Mouse Clinic for the primary phenotype assessment of 15 male and 15 female homozygous *Scube3N294K/-* mutants in comparison to 15 male and 15 female littermate wild-type controls. (.pdf, 23 KB)
- Table S2 - Parameters that showed relevant and significant changes in primary GMC phenotypic analysis pipeline. (.pdf, 162 KB)
- Table S3 - pQCT analysis of 9 and 12 months old Scube3N294K/- mice (.pdf, 129 KB)

# Supplementary material for: The First Scube3 Mutant Mouse Line with Pleiotropic Phenotypic Alterations
**Source:** G3 (Bethesda). 2016 Nov 4;6(12):4035–46. doi: 10.1534/g3.116.033670
**Supplement:** Supplemental Material

Supplemental Table 3: pQCT analysis of 9 and 12 months old *Scube3*<sup>N294K/-</sup> mice

| Age      | Analyzed Area      | Parameter                                      | <i>Scube3</i> <sup>WT</sup> female<br>n=10 | <i>Scube3</i> <sup>N294K/-</sup> female<br>n=11 | <i>Scube3</i> <sup>WT</sup> male<br>n=10 | <i>Scube3</i> <sup>N294K/-</sup> e<br>n=7 | genotype | sex     | sex:<br>genotype |
|----------|--------------------|------------------------------------------------|--------------------------------------------|-------------------------------------------------|------------------------------------------|-------------------------------------------|----------|---------|------------------|
| 9 months | femoral metaphysis | Total content [mg]                             | 2.93 ± 0.26                                | 2.66 ± 0.4                                      | 2.38 ± 0.15                              | 2.2 ± 0.32                                | 0.031    | < 0.001 | 0.646            |
| 9 months | femoral metaphysis | Cortical / subcortical area [mm <sup>2</sup> ] | 2.97 ± 0.33                                | 2.6 ± 0.33                                      | 2.37 ± 0.19                              | 2.19 ± 0.39                               | 0.01     | < 0.001 | 0.384            |
| 9 months | femoral metaphysis | Cortical area [mm <sup>2</sup> ]               | 2.82 ± 0.32                                | 2.47 ± 0.33                                     | 2.23 ± 0.17                              | 2.07 ± 0.38                               | 0.015    | < 0.001 | 0.355            |
| 9 months | femoral metaphysis | Trabecular density [mm <sup>2</sup> ]          | 283.6 ± 22.5                               | 263.5 ± 37.8                                    | 293.4 ± 28.9                             | 259.6 ± 31                                | 0.012    | 0.772   | 0.501            |
| 9 months | femoral metaphysis | Cortical thickness [mm]                        | 0.573 ± 0.057                              | 0.498 ± 0.083                                   | 0.386 ± 0.033                            | 0.371 ± 0.089                             | 0.048    | < 0.001 | 0.191            |
| 9 months | femoral diaphysis  | Total content [mg]                             | 2.8 ± 0.22                                 | 2.33 ± 0.26                                     | 2.56 ± 0.21                              | 2.38 ± 0.19                               | < 0.001  | 0.235   | 0.059            |

|           |                    |                                                               |                 |                 |                 |                 |         |         |       |
|-----------|--------------------|---------------------------------------------------------------|-----------------|-----------------|-----------------|-----------------|---------|---------|-------|
| 9 months  | femoral diaphysis  | Total density<br>[mg/cm <sup>3</sup> ]                        | 1172.12 ± 35.26 | 1010.01 ± 69.83 | 1005.56 ± 43.33 | 972.14 ± 91.84  | < 0.001 | < 0.001 | 0.003 |
| 9 months  | femoral diaphysis  | Cortical /<br>subcortical<br>content [mg]                     | 2.75 ± 0.22     | 2.26 ± 0.27     | 2.48 ± 0.22     | 2.3 ± 0.2       | < 0.001 | 0.128   | 0.05  |
| 9 months  | femoral diaphysis  | Cortical /<br>subcortical<br>density<br>[mg/cm <sup>3</sup> ] | 1248.23 ± 26.45 | 1161.92 ± 50.79 | 1126.35 ± 30.23 | 1109.37 ± 48.68 | < 0.001 | < 0.001 | 0.013 |
| 9 months  | femoral diaphysis  | Cortical /<br>subcortical<br>area [mm <sup>2</sup> ]          | 2.2 ± 0.16      | 1.94 ± 0.17     | 2.2 ± 0.17      | 2.07 ± 0.15     | 0.001   | 0.261   | 0.239 |
| 9 months  | femoral diaphysis  | Cortical<br>content [mg]                                      | 2.71 ± 0.22     | 2.22 ± 0.27     | 2.43 ± 0.21     | 2.25 ± 0.2      | < 0.001 | 0.108   | 0.051 |
| 9 months  | femoral diaphysis  | Cortical density<br>[mg/cm <sup>3</sup> ]                     | 1289.4 ± 24.1   | 1206.4 ± 49.4   | 1165.1 ± 26.1   | 1153.3 ± 53.1   | 0.001   | < 0.001 | 0.01  |
| 9 months  | femoral diaphysis  | Cortical area<br>[mm <sup>2</sup> ]                           | 2.1 ± 0.15      | 1.84 ± 0.17     | 2.09 ± 0.17     | 1.95 ± 0.15     | 0.001   | 0.348   | 0.226 |
| 9 months  | femoral diaphysis  | Trabecular area<br>[mm <sup>2</sup> ]                         | 0.18 ± 0.04     | 0.36 ± 0.07     | 0.35 ± 0.06     | 0.4 ± 0.19      | 0.001   | 0.003   | 0.049 |
| 9 months  | femoral diaphysis  | Endosteal<br>circumference<br>c [mm]                          | 1.875 ± 0.171   | 2.411 ± 0.207   | 2.392 ± 0.182   | 2.512 ± 0.425   | < 0.001 | 0.001   | 0.015 |
| 9 months  | femoral diaphysis  | Cortical<br>thickness c<br>[mm]                               | 0.573 ± 0.032   | 0.472 ± 0.039   | 0.519 ± 0.032   | 0.485 ± 0.048   | < 0.001 | 0.114   | 0.01  |
|           |                    |                                                               | n=11            | n=7             | n=10            | n=7             |         |         |       |
| 12 months | femoral metaphysis | Total content<br>[mg]                                         | 3.05 ± 0.23     | 3.06 ± 0.45     | 2.32 ± 0.25     | 2.28 ± 0.27     | 0.916   | < 0.001 | 0.832 |

|           |                    |                                                      |                |                |                |                |       |         |       |
|-----------|--------------------|------------------------------------------------------|----------------|----------------|----------------|----------------|-------|---------|-------|
| 12 months | femoral metaphysis | Total density [mg/cm <sup>3</sup> ]                  | 807.37 ± 51.36 | 802.05 ± 81.87 | 585.66 ± 54.69 | 580.34 ± 50.35 | 0.796 | < 0.001 | 1     |
| 12 months | femoral metaphysis | Total area [mm <sup>2</sup> ]                        | 3.78 ± 0.25    | 3.82 ± 0.45    | 3.95 ± 0.15    | 3.93 ± 0.28    | 0.929 | 0.156   | 0.784 |
| 12 months | femoral metaphysis | Cortical / subcortical content [mg]                  | 2.87 ± 0.28    | 2.87 ± 0.48    | 1.84 ± 0.29    | 1.82 ± 0.32    | 0.938 | < 0.001 | 0.95  |
| 12 months | femoral metaphysis | Cortical / subcortical density [mg/cm <sup>3</sup> ] | 909.16 ± 27.67 | 936.24 ± 49.28 | 799.42 ± 44.22 | 798.98 ± 32.36 | 0.325 | < 0.001 | 0.309 |
| 12 months | femoral metaphysis | Cortical / subcortical area [mm <sup>2</sup> ]       | 3.16 ± 0.32    | 3.08 ± 0.55    | 2.3 ± 0.31     | 2.28 ± 0.34    | 0.675 | < 0.001 | 0.814 |
| 12 months | femoral metaphysis | Cortical content [mg]                                | 2.81 ± 0.27    | 2.82 ± 0.47    | 1.79 ± 0.29    | 1.77 ± 0.31    | 0.947 | < 0.001 | 0.914 |
| 12 months | femoral metaphysis | Cortical density [mg/cm <sup>3</sup> ]               | 933.8 ± 29     | 959.5 ± 49.2   | 824.5 ± 45.6   | 825.7 ± 32.7   | 0.331 | < 0.001 | 0.374 |
| 12 months | femoral metaphysis | Cortical area [mm <sup>2</sup> ]                     | 3.02 ± 0.31    | 2.95 ± 0.52    | 2.17 ± 0.31    | 2.14 ± 0.34    | 0.692 | < 0.001 | 0.871 |

|           |                    |                                       |                   |                   |                   |                   |       |         |       |
|-----------|--------------------|---------------------------------------|-------------------|-------------------|-------------------|-------------------|-------|---------|-------|
| 12 months | femoral metaphysis | Trabecular content [mg]               | $0.18 \pm 0.07$   | $0.19 \pm 0.07$   | $0.47 \pm 0.06$   | $0.46 \pm 0.09$   | 0.99  | < 0.001 | 0.591 |
| 12 months | femoral metaphysis | Trabecular density [mm <sup>2</sup> ] | $287.9 \pm 28.9$  | $263.5 \pm 33.5$  | $288.7 \pm 28$    | $277.8 \pm 28.6$  | 0.093 | 0.468   | 0.513 |
| 12 months | femoral metaphysis | Trabecular area [mm <sup>2</sup> ]    | $0.62 \pm 0.25$   | $0.74 \pm 0.31$   | $1.65 \pm 0.24$   | $1.65 \pm 0.3$    | 0.51  | < 0.001 | 0.514 |
| 12 months | femoral metaphysis | Periosteal circumference c [mm]       | $6.889 \pm 0.226$ | $6.915 \pm 0.405$ | $7.046 \pm 0.137$ | $7.026 \pm 0.262$ | 0.972 | 0.143   | 0.799 |
| 12 months | femoral metaphysis | Endosteal circumference c [mm]        | $3.059 \pm 0.495$ | $3.252 \pm 0.631$ | $4.729 \pm 0.308$ | $4.738 \pm 0.383$ | 0.531 | < 0.001 | 0.566 |
| 12 months | femoral metaphysis | Periosteal circumference [mm]         | $6.691 \pm 0.313$ | $6.385 \pm 1.528$ | $6.87 \pm 0.241$  | $6.715 \pm 0.244$ | 0.357 | 0.311   | 0.762 |
| 12 months | femoral metaphysis | Endosteal circumference [mm]          | $0.983 \pm 1.197$ | $1.03 \pm 1.398$  | $2.268 \pm 2.222$ | $3.59 \pm 2.024$  | 0.266 | 0.003   | 0.3   |
| 12 months | femoral metaphysis | Cortical thickness c [mm]             | $0.61 \pm 0.081$  | $0.583 \pm 0.114$ | $0.369 \pm 0.058$ | $0.364 \pm 0.061$ | 0.579 | < 0.001 | 0.687 |
| 12 months | femoral metaphysis | Cortical thickness [mm]               | $0.26 \pm 0.275$  | $0.233 \pm 0.191$ | $0.16 \pm 0.159$  | $0.302 \pm 0.162$ | 0.432 | 0.83    | 0.251 |

|           |                    |                                                      |                 |                 |                |                 |         |         |       |
|-----------|--------------------|------------------------------------------------------|-----------------|-----------------|----------------|-----------------|---------|---------|-------|
| 12 months | femoral metaphysis | Cortical thickness SD [mm]                           | 0.0759 ± 0.0801 | 0.0963 ± 0.0776 | 0.066 ± 0.0694 | 0.1183 ± 0.0625 | 0.161   | 0.814   | 0.533 |
| 12 months | femoral diaphysis  | Total content [mg]                                   | 2.95 ± 0.19     | 2.79 ± 0.27     | 2.55 ± 0.31    | 2.32 ± 0.31     | 0.046   | < 0.001 | 0.711 |
| 12 months | femoral diaphysis  | Total density [mg/cm <sup>3</sup> ]                  | 1166.16 ± 55.66 | 1025.49 ± 43.73 | 966.04 ± 84.98 | 871.74 ± 79.01  | < 0.001 | < 0.001 | 0.333 |
| 12 months | femoral diaphysis  | Cortical / subcortical content [mg]                  | 2.91 ± 0.19     | 2.72 ± 0.26     | 2.45 ± 0.32    | 2.2 ± 0.31      | 0.024   | < 0.001 | 0.752 |
| 12 months | femoral diaphysis  | Cortical / subcortical density [mg/cm <sup>3</sup> ] | 1238.68 ± 31.84 | 1164.31 ± 30.93 | 1102.6 ± 58.62 | 1035.99 ± 58.31 | < 0.001 | < 0.001 | 0.811 |
| 12 months | femoral diaphysis  | Cortical content [mg]                                | 2.86 ± 0.19     | 2.67 ± 0.26     | 2.4 ± 0.32     | 2.15 ± 0.31     | 0.023   | < 0.001 | 0.771 |
| 12 months | femoral diaphysis  | Cortical density [mg/cm <sup>3</sup> ]               | 1280.5 ± 29.4   | 1207 ± 27.6     | 1141.5 ± 58.8  | 1072.8 ± 57.6   | < 0.001 | < 0.001 | 0.881 |
| 12 months | femoral diaphysis  | Endosteal circumference c [mm]                       | 1.899 ± 0.328   | 2.53 ± 0.238    | 2.58 ± 0.24    | 2.866 ± 0.339   | < 0.001 | < 0.001 | 0.097 |
| 12 months | femoral diaphysis  | Cortical thickness c [mm]                            | 0.595 ± 0.051   | 0.528 ± 0.037   | 0.505 ± 0.049  | 0.463 ± 0.043   | 0.002   | < 0.001 | 0.426 |

How the deposited data were processed for this re-analysis (not part of the article)

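The data are kidney transcripts of 4 homozygous *Scube3 N294K/N294K* and 4 wild type male mice aged 29 wk, with 1 array per mouse. According to the paper, total RNA was measured on Illumina Mouse Ref8 v2.0 Expression BeadChips, and GenomeStudio 2011.1 served for normalization. The authors deposited each probe's intensity as scanned, a mean over its beads on a linear scale with no background subtraction and no normalization between arrays. The authors also deposited, from GenomeStudio, a detection p-value for each probe and array, which gives the share of negative control probes at least as bright. A second deposited table holds the authors' intensity after background subtraction and cubic spline normalization, on a linear scale. Each of its columns was checked to have the same rank order as the scanned intensities of the same mouse. Mice were grouped by genotype as the sample labels give it. The labels and the paper name no batch, and the replicate numbers did not pair the arrays: for 3 of the 4 numbers, the deviations from the genotype mean correlated better with another number than with their own. The scanned intensities list the 4 wild type mice first and the 4 mutant mice after them. If the arrays were processed or placed in that order, an effect of it could not be told apart from the genotype.

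The tables hold 25697 probes. Gene names were taken from the platform's annotation of the probes and matched by gene number to a table of mouse genes of the GRCm38.p6 assembly, which covered 23962 of the 23978 probes with a gene. The other 1719 probes were tested without a name. Scanned intensities were corrected with the normexp model from the detection p-values, given an offset of 16, quantile-normalized and put on the log2 scale with neqc of limma 3.58.1 in R 4.3.3. Probes with a detection p under 0.05 on at least 4 of the 8 arrays were kept, which left 12914 probes (50.3%) for 9000 genes. Genotypes were compared with lmFit and eBayes of limma, with genotype as the only term, and p-values were adjusted by the Benjamini-Hochberg method over the probes kept. All fold changes are homozygous mutant against wild type. A gene's value is that of its probe with the highest mean over all 8 arrays. Where a gene was above background in no mouse of a genotype, the fold is a lower bound, taken against the mean of, for each array of that genotype, the higher of the lowest level among probes above background and the gene's own.

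SAM was written from its published description and run as a 2-class unpaired comparison of all probes on the authors' normalized intensities, with values under 16 set to 16 before log2. All 70 arrangements of the genotypes were used, the smallest threshold with a median FDR under 6% was taken (0.79), and a fold change above 1.6 was then required. Gene lists were compared with other genes by camera with a preset correlation of 0.01 and with an estimated correlation, and were tested against no change by fry, for the 29 of 32 lists of marker and pathway genes with at least 3 genes above background. These lists, the alternatives and the rule for naming genes were set before the data were examined. The rule names the genes of the *Scube* family, every kidney gene that the paper names in its text or Table 2, the 10 probes with the largest rise and the 10 with the largest fall among those past the threshold with separate genotypes, and up to 4 members of each list. These members were the ones with the smallest unadjusted p between the genotypes, so the rule was fixed beforehand but its picks depend on these arrays. It gave 186 genes, of which 183 had a probe and 161 were above background. Other genes named in the text were chosen after their values were seen, namely *Upk1a*, *Upk2* and the other urothelial genes, *Nacad*, *Bsnd*, *Cldn16*, *Slc34a1* and *Gapdh*.

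The comparison was tested on simulated data, in which known changes were added to arrays of the same spread. Limma called 32% of 1.3-fold, 86% of 1.6-fold, 96% of 2-fold and 98% of 3-fold changes, and 7.14% of its calls were false. SAM with the fold threshold called 44% of 1.6-fold, 76% of 2-fold and 87.1% of 3-fold changes among probes above background, and 3.13% of its calls were false. Only 50 probes were changed at each fold, of 12914 probes for limma and 25697 for SAM. In the real comparison limma called 16.8% of its probes. The cutoffs of both methods depend on the share changed, so these rates do not give the sensitivity of the real comparison. Camera called 5 of 5 shifted lists and 1 of 25 unshifted lists. The simulated probes varied independently of each other, whereas the estimated correlation within the real lists ran from -0.21 (sex markers) to 0.97 (red blood cells). The simulation therefore does not show how often camera with the preset correlation calls unchanged lists of correlated genes. For arrays, the number of mice and the signal over background limit the precision; the median standard error of a log2 fold change was 0.0839. Alternatives covered the authors' intensities, no background correction, median scaling, an intensity trend with robust eBayes, array weights, the replicate number as a block, other filters, other forms of SAM, another probe rule and leaving out each array in turn. Each count was also compared with the 35 splits of the 8 arrays into 4 and 4. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The enrichment of functional terms used a licensed knowledge base and was not analysed here.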

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

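The uroplakins and both tests on them were chosen after the values were seen, and the test of a single mouse replaced a first form that could not have failed. Of the named genes above background, 16 of 322 groups of 4 mice held 1 mouse far from the other 3 of its genotype, which is about the 1 in 20 that chance gives. In wild type replicate 1 this was the case for *Bmi1* (7.85 against 7.57 to 7.62 on the log2 scale), *Foxc1* (6.46 against 5.90 to 5.96), *Nr1d2* (8.35 against 8.74 to 8.79) and *Vav3* (8.45 against 8.30 to 8.31). In wild type replicate 3 it held for *Cd79a* (4.84 against 5.21 to 5.23) and *Pth1r* (10.76 against 10.71 to 10.72), and in wild type replicate 4 for *Pvalb* (11.74 against 11.45 to 11.47). Homozygous mutant replicate 1 was above the others for *Fga* (8.56 against 8.33 to 8.36), *Mep1b* (10.95 against 10.68 to 10.69) and *Rasgrp1* (6.52 against 6.08 to 6.10). Homozygous mutant replicate 2 was below the others for *Clu* (10.82 against 11.05 to 11.07). Homozygous mutant replicate 3 was below them for *Col15a1* (7.77 against 8.08 to 8.12) and above them for *Slc26a4* (10.80 against 10.43 to 10.46) and *Smo* (8.80 against 8.68 to 8.69). Homozygous mutant replicate 4 was below the others for *Ifit3* (8.49 against 9.01 to 9.09) and *Lrp2* (5.59 against 6.02 to 6.08).

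Of 5 uroplakin genes above background, which the paper does not discuss, 4 were higher in the mutant kidneys than in the wild type controls, with log2 fold changes of 0.54 for *Upk1a*, 0.90 for *Upk1b*, 0.67 for *Upk2* and 0.77 for *Upk3a* (adjusted p from 0.0082 to 0.0127 in limma), while *Upk3b* was at 0.02 (adjusted p = 0.905). Without homozygous mutant replicate 3, which had the highest levels, the median of the 4 genes was 0.626 against 0.716 with it (lower 95% limits of the genes from 0.156 to 0.305). The rise therefore did not rest on that mouse alone. However, the 4 genes were taken because they passed the test, with an SD of 0.20 to 0.30 among the mutant mice. Leaving out 1 mouse could hardly have removed their rise, so this gives no separate evidence against a single mouse with more urothelium in its sample. More urothelium in the tissue taken from the mutant mice is a possible explanation that cannot be told apart from a change within urothelial cells: 6 other urothelial genes above background, *Upk3b* among them, had a median of 0.19 against 0.72 for the 4 that rose, and none of them passed the test. Of these, *Gsdmc2* was at 0.71 (adjusted p = 0.082), *Gsdmc3* at 0.33, *Krt7* at 0.24 (adjusted p = 0.0586), *Psca* at 0.13 and *Trp63* at -0.01. An effect of the genotype on uroplakin expression itself was not tested.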

How the results depend on the processing

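No alternative here was chosen after the values were seen. The median log2 fold changes of the 13 kidney genes (-0.71 to -0.34) and of the 8 TGF-β1 genes (-0.51 to -0.18) were negative in every setting run. Without 1 array, probes at an adjusted p under 0.05 numbered 1154 to 1705 (1154 without wild type replicate 1, 1337 without wild type replicate 2, 1320 without homozygous mutant replicate 2), probes at the thresholds of the methods 66 to 105 in limma and 220 to 290 in SAM, and changed gene lists 0 to 4. With the replicate number as a block there were 1361 probes at an adjusted p under 0.05 and 4 lists; the numbers do not pair the mice, and the fit has fewer degrees of freedom. At the thresholds of the methods, limma gave 216 probes on the authors' intensities, 125 with median scaling and 17 without background correction, where fold changes are smaller. SAM gave 78 probes on quantile-normalized intensities and 2 with a floor of 1; the cause was not tested. The number of changed lists was 0 on the authors' intensities, with an estimated correlation and without homozygous mutant replicate 3, 2 without background correction, with median scaling, with an intensity trend and without a filter, 3 with fry, which tests against no change, and 4 without wild type replicate 1 or 2; the cause was not tested. Without homozygous mutant replicate 2, the 1 changed list was that of the TGF-β pathway and not the thick ascending limb. Of 161 named genes above background, 74 passed the test, all of which kept their direction in every setting that tested them, and 49 passed in each of these; the stricter filter tested 60 of the 74, and the runs without a wild type array 72. Many of the named genes were picked for their difference between the genotypes on these arrays, so the share that passed is not that of genes at large. A block for the chip was not run, since the columns name no chip. Signal over background limits the results: 12914 of the 25697 probes were above background, and limma tested only these.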

Differences from the paper's values

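The paper reports 138 differentially expressed genes at a fold change above 1.6 and an FDR under 6%. SAM run at those thresholds on the authors' intensities gave 208 named genes here. Of the alternatives set before the data were examined, 4 came within 1.5 times of the paper's value: the 90th percentile of false calls (189 genes), the replicate number as a block (206), and leaving out wild type replicate 1 (184) or homozygous mutant replicate 4 (204). Quantile-normalized intensities (64), a floor of 1 (2), probes above background alone (209), the fold change also asked of permuted calls (216), the ratio of linear group means (282) and leaving out any other array (232 to 246) did not. The paper's 138 against limma at the same thresholds was 67 genes, with 183 on the authors' intensities and 103 with median scaling within 1.5 times of it. No other limma setting was, with 12 genes without background correction, 67 with an intensity trend, 64 with array weights, 65 with the replicate block, 65 without a filter, 54 with the stricter filter, and 55 to 88 without 1 array.

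Table 2 lists 69 genes as regulated. SAM called 34 of them on at least 1 probe, 38 with the ratio of linear group means, and limma called 29 at the same thresholds, or 34 on the authors' intensities. Of the 35 others, 4 were called in a setting other than the main SAM run: *A4gnt* and *Slitrk6* with the ratio of linear group means, *Id4* with that ratio and without wild type replicate 3, and *Usp8* in 7 settings, which were that ratio, limma with median scaling, and SAM without wild type replicate 2 or 4 or homozygous mutant replicate 2, 3 or 4. The other 31 were called in none of 22 settings of SAM and limma at those thresholds. Of the 69 genes, SAM on quantile-normalized intensities called 29, limma without background correction 5 and SAM with a floor of 1 called 0.

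The paper states that its 13 tubule and salt/water balance genes were all lower. At the brightest probe, 11 of the 13 were negative and 8 passed the test. The sign was positive for *Acta2* (0.07) and *Kcnj15* (0.10), and *Mep1b*, *Cldn10*, *Acta2* and *Kcnj15* did not pass the test. Dimmer probes of *Mep1b* (-1.28 and -1.32), *Cldn10* (-1.84) and *Acta2* (-0.64) were lower, and SAM called each of these genes lower at such a probe. *Kcnj15* and *Has2* were called at no probe in the 22 settings, although the dimmer probe of *Kcnj15* above background was negative (-0.27).

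The paper also states that all 8 TGF-β1 signaling genes were reduced. All 8 were negative and 4 passed the test at the brightest probe. *C1qtnf3* did not pass at its brightest probe (-0.23), while SAM called it lower at a dimmer one (-0.79). *Has2*, *Kcnip2* and *Lefty2* were not above background, and no setting at the thresholds of the methods called them or *Tgfbr3*, which passed at an adjusted p under 0.05 with a smaller fold change (-0.50).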

Other observations

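Of 11 genes of the circadian clock above background, 2 fell and none rose in the mutant kidneys, with the same count when adjusted over the list alone: *Per2* had a log2 fold change of -0.63 (SE 0.14, adjusted p = 0.0194 from limma) and *Per3* of -0.65 (SE 0.14, adjusted p = 0.0166), while the list had an adjusted p of 0.142 in camera and passed only with the replicate number as a block and without wild type replicate 1. Of 7 genes of tubular injury, 3 rose, among them *Clu*, which encodes clusterin (0.48, SE 0.07, adjusted p = 0.00582), and 1 fell, *Havcr1*, which the study had picked, with 4 rises and 1 fall when adjusted over the list alone; the list had an adjusted p of 0.43, and the calls of *Krt18* and *Timp1*, the other rises, were lost in 11 and 6 other settings. Of 12 genes of calcium, phosphate and vitamin D handling, 2 rose, the parathyroid hormone receptor gene *Pth1r* (0.42, SE 0.06, adjusted p = 0.00385) and *Slc8a1*, a call lost in 6 other settings, none fell, and 3 rose and 2 fell when adjusted over the list alone (adjusted p = 0.866 in camera). Of 7 hypoxia response genes, *Hif1a*, which the study had picked, and *Pdk1* fell (-0.28 for *Pdk1*, SE 0.06, adjusted p = 0.0185) and *Egln3* rose, but not with median scaling; the list was lower in fry, which tests it against no change (adjusted p = 0.0174), and had an adjusted p of 0.274 in camera (adjusted p = 0.724 with an estimated correlation). Of 4 genes of urea and osmolyte handling, 1 fell, the urea transporter gene *Slc14a2* (-0.61, SE 0.14, adjusted p = 0.0216, and 0.0546 without wild type replicate 1), with 2 when adjusted over the list alone (adjusted p = 0.312 in camera). *Bsnd*, a chloride channel subunit gene, was the thick ascending limb gene that rose (0.21, SE 0.06, adjusted p = 0.0492 from limma). Its call and that of *Cldn16*, which fell (adjusted p = 0.0429 from limma), lay close to the threshold and were not followed through the alternative settings.

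None of 6 genes of gluconeogenesis (median 0.08, mean 0.04, lower in camera, adjusted p = 0.895), 6 of cholesterol synthesis (0.377), 5 immediate early genes (0.635), 5 of the interferon response (0.895) and 4 of complement and acute phase (0.268, with 1 rise when adjusted over the list alone) passed the test. Of 5 genes of fatty acid oxidation, 1 rose (*Cyp4a14*, a call lost in 6 other settings; median 0.03, mean 0.13, lower in camera, adjusted p = 0.901). Of 7 genes of the oxidative stress response, 2 rose, *Hmox1*, which the study had picked, and *Gstm1*, a call lost in 11 other settings (median 0.02, adjusted p = 0.598). Of 5 androgen-responsive genes 1 fell (*Acsm3*; 0.294 for the list), and of 3 sex markers 1 fell (*Uty*; 0.418), both calls lost in 11 other settings. Of 5 housekeeping genes, 2 rose, *Rplp0* (0.48, SE 0.07, adjusted p = 0.0052) and *Actb*, a call lost in 6 other settings, 1 fell, *Hprt* (-0.28, SE 0.06, adjusted p = 0.0133), and *Gapdh* was at 0.09 (SE 0.05), with an adjusted p of 0.798 for the list. Adjusted over this list alone, 2 rose and 2 fell. Fewer than 3 genes of the *Scube* family, of fat tissue (1 gene, *Car3*, at 0.45, SE 0.34) and of the adrenal cortex (0 genes) were above background, so these lists were not tested. *Nacad* was about 5.45 and 4.44 on its 2 probes in wild type replicate 2, against 10.30 to 11.30 and 8.94 to 9.76 on the other 7 arrays.

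Chance was tested by the 35 splits of the 8 arrays into 4 and 4. Only 1 of them, the genotypes themselves, gave a result as large for the counts of probes, which argues against chance for these. It does not exclude chance, since 1 of 35 is the lowest share that the splits can give. The other splits also mix the genotypes, which widens the spread within groups and can lower their counts. Nor can the splits tell the genotype from an effect of the order in which the arrays are listed, which follows the genotypes. The highest other values were 3 probes against 2167 at an adjusted p under 0.05, 3 against 83 at the thresholds of the methods in limma and 4 against 249 in SAM. The median of the 13 kidney genes was 0.62 in size (highest other 0.40) and that of the 8 TGF-β1 genes 0.39 (highest other 0.31), but the study picked both sets for their difference between the genotypes on these arrays, so the splits do not test chance for them. Chance cannot be excluded for the number of gene lists changed in camera, since 31 of the 35 splits gave at least 1, and the highest other gave 6. Genes next to *Scube3* were tested as a sign of variants carried along with the mutated allele: of the 50 measured genes on each side of it on chromosome 17 in the order of GRCm38.p6, 17 of 100 passed the test, against 1451 of 8899 other genes (16.3%, odds ratio 1.05, 95% interval 0.583 to 1.79, two-sided Fisher's exact test, p = 0.787). The interval leaves a moderately higher share open, and this count does not exclude such variants. According to the paper, the line was kept on a pure C3HeB/FeJ background, and exome sequencing left *Scube3* as the sole candidate gene in the mapped region. Of the 17 genes, 16 were higher and 1 lower, against 743 higher and 708 lower among the others, a difference noticed afterwards and not tested.

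Apart from camera, the tests on the next patterns were chosen after the values were seen. In 62.1% of 867 genes whose brightest and dimmest probes differ by more than 2 in mean log2 intensity, the dimmest was lower in the mutant mice relative to the brightest, with a median difference in log2 fold change of -0.08. At an adjusted p under 0.05, the dimmest probe alone fell in 91 genes and the brightest alone in 67, while the dimmest alone rose in 28 and the brightest alone in 88. The genotypes were the 1 split of 35 with a median as large, but at -0.0788 against 0.0743 for the highest other the margin is narrow, and the pattern was noticed on the genotypes, so chance stays open. A shift with brightness left by the normalization is argued against by single-probe genes paired at the same brightness, which gave 0.0078 (95% of the draws above -0.01); pairing the same dim and bright probes across genes gave -0.07 but keeps both sets, so it cannot test this. Also open are a difference in RNA integrity or labelling, since the gap between the genotypes was only 0.304 of the largest spread within a genotype, and differences in transcript ends or splicing, which were not tested.

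Of 10 thick ascending limb genes, 5 fell and 1 rose in the mutant kidneys, with a list median of -0.27 (adjusted p = 0.0386 in camera, and adjusted p = 0.724 with an estimated correlation). Chance cannot be excluded for this median, which 3 of the 35 splits matched in size (highest other 0.36). Of the 6 genes of the list with a probe called lower, 5 were lower at their brightest probe. For *Slc12a1*, *Umod* and *Ptger3*, which have several probes, this argues against falls that come only with dimmer probes. *Egf* and *Cldn16* have 1 probe each and cannot test this, and *Cldn10* was lower at a dimmer probe but not at its brightest. A smaller share of thick ascending limb cells cannot be told apart from lower expression per cell: the fall of *Slc12a1* exceeded that of *Cldn16* by a log2 fold change of -0.77 (95% interval -0.945 to -0.594), but *Slc12a1* had the largest fall of the list and was picked by the study, so this pair excludes nothing. A first form of this test on 7 genes, replaced after its result was seen, rests on the same gene (-1.03, -1.73 to -0.33, Bonferroni over 21 pairs).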
